# CDC5L drives FAH expression to promote metabolic reprogramming in melanoma

**DOI:** 10.18632/oncotarget.23107

**Published:** 2017-12-07

**Authors:** Zhichao Gu, Huafeng Zhang, Yong Li, Susu Shen, Xiaonan Yin, Wei Zhang, Ruimin Cheng, Yong Zhang, Xiaoyan Zhang, Hui Chen, Bo Huang, Yuchun Cao

**Keywords:** fumarylacetoacetate hydrolase (FAH), anaplerotic reactions, cell division cycle 5-like protein (CDC5L), tumor metabolic reprogramming, melanoma

## Abstract

Metabolic reprogramming allows tumor cells to thrive in the typically hypoxic tumor microenvironment. Using immunodetection and clinical data analyses, we demonstrate here that fumarylacetoacetate hydrolase (FAH) is highly expressed in melanoma and correlates with poor survival. FAH knockdown inhibits proliferation and migration, while promoting apoptosis in melanoma cells, result in prolonged survival in tumor-bearing mice. Molecular analyses using real time RT-PCR, western blot, and ^13^C tracing showed that these changes are driven by strong stimulation of anaplerotic reactions through the TCA cycle and the pentose-phosphate pathway, resulting in increased fatty acid and nucleotide synthesis. Using bioinformatic, ChIP-PCR, and gene silencing analyses, we determined that cell division cycle 5-like protein (CDC5L) is an important transcription factor regulating FAH expression in melanoma cells. These findings reveal that FAH induces metabolic reprogramming in melanoma and so emerges as both a potentially useful independent prognostic indicator and an attractive therapeutic target.

## INTRODUCTION

Melanoma, a malignant tumor that arises from melanocytes, is the most dangerous skin tumor, displaying high recurrence and a low survival rate that contribute to more than 50,000 deaths per year worldwide. Most researchers pinpoint excessive ultraviolet light exposure as the primary cause of melanoma, especially in people with low skin pigmentation. Current treatments include surgical removal, chemotherapy, radiotherapy, and immunotherapy, which are, especially at advanced tumor stages, characterized by poor efficacy. Therefore, there is an urgent need to define new therapeutic targets and prognostic indicators for this disease.

Increasing evidence suggests that metabolic reprogramming is a critical hallmark of tumor cells [1–3]. This phenomenon is considered to be largely regulated by oncogenic activation, which might be linked to specific transcription factor activity, signal transduction pathways, and/or epigenetic mechanisms [4]. Unlike normal cells, which have a comparatively low rate of glycolysis and derive their energy mainly from oxidation of pyruvate in the mitochondria, most cancer cells produce energy predominantly by enhanced glycolysis in the cytoplasm, even if oxygen is plentiful (i.e., the Warburg effect) [5–8]. Initially, the Warburg effect was thought to be the result of mitochondrial damage or shut-down mediated by cancer genes or other mechanisms [9]. However, mounting evidence demonstrated that mitochondrial functions, albeit frequently dysregulated in cancer cells, play essential biosynthetic roles in various tumors, especially in melanoma, and contribute to metabolic reprogramming by enhancing anaplerotic reactions [10–13]. Anaplerotic reactions are chemical reactions that form biosynthetic intermediates within metabolic pathways such as the tricarboxylic acid (TCA) cycle. In the TCA cycle, concentrations of intermediates typically remain constant despite multiple biosynthetic reactions that utilize these molecules as substrates. Anaplerosis refers to the process of replenishing TCA cycle intermediates that have been extracted for biosynthesis through cataplerotic reactions [1, 13]. Four main reactions, catalyzed by pyruvate carboxylase (PC), aspartate transaminase, glutamate-dehydrogenase, methylmalonyl-CoA mutase, and adenylosuccinate lyase, have been described during anaplerosis [1]. The most important one among these is considered to be the irreversible carboxylation of pyruvate into oxaloacetate by PC [14–16]. Anaplerotic flux must balance cataplerotic flux to maintain the homeostasis of multiple metabolic pathways, such as the TCA cycle, in normal tissues and in tumors such as melanoma [13, 17].

Fumarylacetoacetate hydrolase (fumarylacetoacetase; FAH) is an enzyme encoded by the *FAH* gene, which is located on chromosome 15q25.1 and contains 14 exons. FAH is the last enzyme in the sub-pathway of L-phenylalanine and tyrosine degradation, catalyzing the hydrolysis of 4-fumarylacetoacetate into fumarate and acetoacetate [18, 19]. Mutations in the *FAH* gene cause type I tyrosinemia [20], a hereditary metabolic condition characterized by increased tyrosine levels in the blood and urine of patients [21]. Once produced, fumarate can be converted to malate by fumarase (fumarate hydratase; FH) in the cytoplasm. Then, through transporters such as SLC25A1, SLC25A10, and SLC25A11 [22], or via citrate-malate antiport, malate may be directly transported into the mitochondria to participate in the TCA cycle. Alternatively, malate may be converted to pyruvate by malic enzyme (ME). Pyruvate then enters the mitochondria and is converted to oxaloacetate (OAA) via PC or to acetyl-CoA by the pyruvate dehydrogenase complex (PDC), to fuel the TCA cycle.

Whether FAH participates in anaplerotic reactions in melanoma cells remains unclear. In the present study, we evaluated FAH expression in clinical samples, conducted survival analyses in both patients’ data and a mouse melanoma model, and performed bioinformatics, real time RT-PCR, western blot and ^13^C tracing analyses to assess the role of FAH in human melanoma cells. Our results indicate that FAH transcription, driven by cell division cycle 5-like protein (CDC5L), is essential in the metabolic reprogramming of melanoma by promoting important anaplerotic reactions that sustain tumor growth and potentiate the disease’s severity.

## RESULTS

### FAH is highly expressed in melanoma and correlates with poor clinical outcomes

Analysis of a human melanoma tissue microarray by immunohistochemistry (IHC) with a FAH antibody revealed significantly higher, mainly cytosolic, FAH expression in melanoma than in benign nevus and normal skin (Figure 1A, Supplementary Figure 1, and Supplementary Table 1). Consistently, the same results were found in two different melanoma registries (Haqq and Talantov) listed in the Oncomine database (Figure 1B). To assess whether FAH levels correlate with clinical outcomes in melanoma patients, we obtained detailed FAH mRNA levels and survival information from 278 melanoma patients from TCGA Research Network (http://cancergenome.nih.gov/). The association between FAH levels and overall survival (OS) and disease-free survival (DFS) was estimated by Kaplan-Meier survival analysis. Data showed that patients with high FAH levels exhibited significantly shortened OS and DFS than those in which FAH expression was low (Figure 1C), suggesting the potential of FAH as an independent prognostic indicator for melanoma.

**Figure 1:**
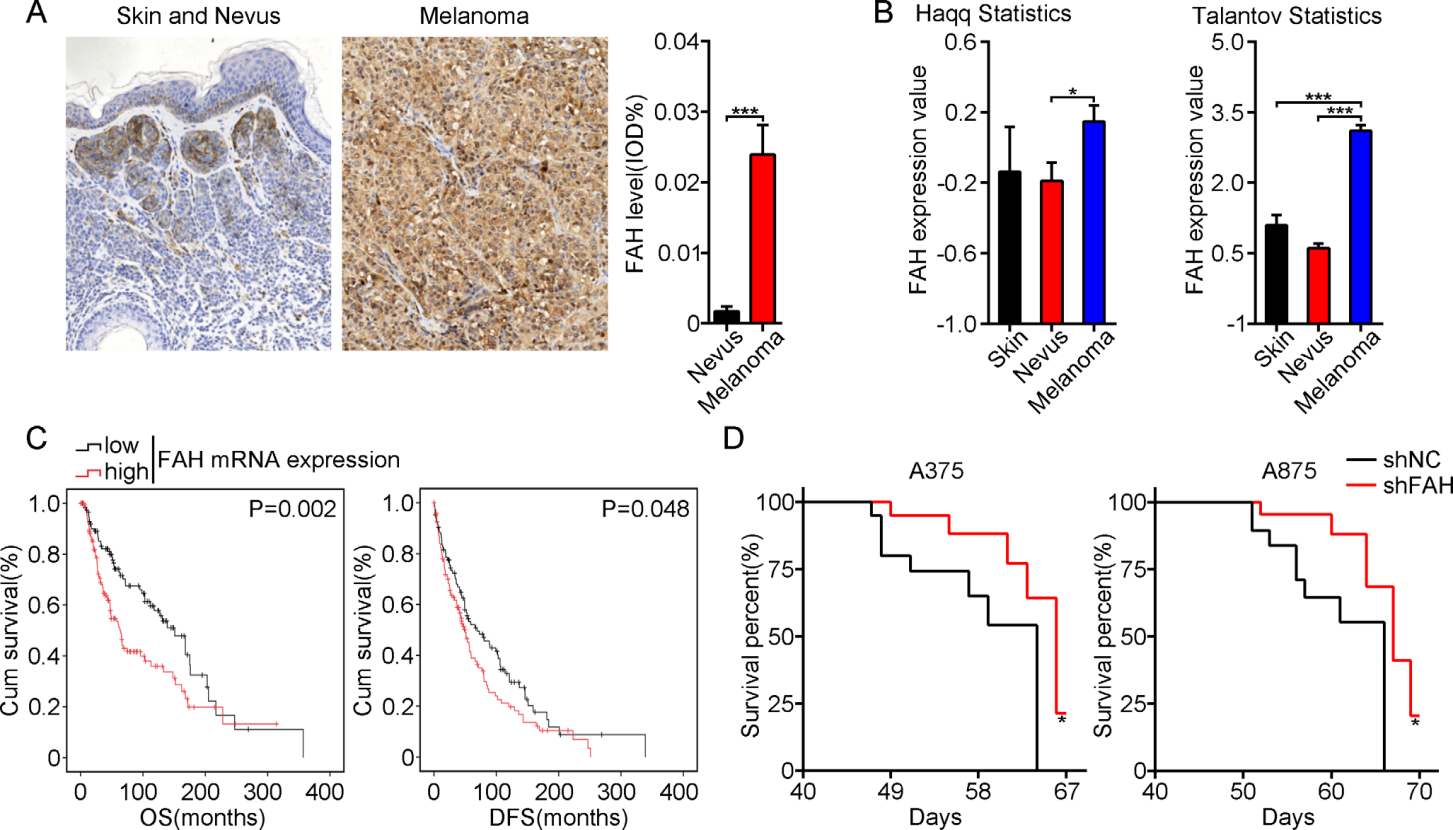
FAH expression is inversely associated with survival in both melanoma patients and melanoma-bearing mice (**A**) FAH expression by IHC in representative samples of a human melanoma tissue microarray. Data are expressed as mean IOD values; error bars represent SEM; ^***^p < 0.001 (Student’s *t-test*). (**B**) FAH mRNA expression in melanoma, nevus, and skin tissues from two different datasets (Haqq and Talantov) analyzed using the Oncomine database. Error bars indicate SEM; ^*^p < 0.05; ^***^p < 0.001 (Student’s *t-test*). (**C**) FAH mRNA and survival information from 278 skin melanoma patients (TCGA database). D. Survival analysis of BALB/c-nude mice inoculated with melanoma cells stably expressing shRNA directed against FAH. Data are mean ± SEM; *n* = 8; ^*^p < 0.05; ^***^p < 0.001 (Student’s *t-test*).

To model and test this association, we transduced human A375 and A875 melanoma cells with lentivirus expressing shRNA against FAH (shFAH) or scrambled (control) shRNA and then performed puromycin selection to establish stable clones. Successful construction of the lentiviral vectors was confirmed by direct nucleic acid sequencing (data not shown). FAH expression was confirmed by GFP detection using fluorescence microscopy, real-time RT-PCR, and western blot (Supplementary Figure 2A–2C). A tumor-bearing mouse model was then established by injecting shFAH-A375 or shFAH-A875 cells into the flanks of nude mice, and survival times were recorded. Consistent with the observations in patients, the survival time of FAH-silenced animals was longer than that of the control groups (Figure 1D). These results showed that high FAH expression is common in melanoma and is associated with shortened survival times in both patients and tumor-bearing mice.

### FAH expression promotes proliferation, migration, and survival in melanoma cells

To investigate the impact of FAH fluctuations on melanoma cell growth and survival, we first knocked down FAH expression using two different siRNAs and analyzed proliferation, migration, apoptosis, and cell cycle staging. The silencing efficiency of both siRNAs was verified using real-time RT-PCR and western blot (Supplementary Figure 2D). Compared with the respective control groups, both proliferation and migration were significantly decreased in FAH-silenced A375, A875, and SK-MEL-1 cells, and these effects correlated with FAH silencing efficiency (Figure 2A–2B). Interestingly, FAH knockdown or overexpression did not influence A375 cell proliferation in serum-free medium, suggesting that impaired migration does not result from decreased proliferation (Supplementary Figure 2E). We also detected the expression of several important proteins involved in epithelial-mesenchymal transition (EMT) in melanoma cells. For these, no noticeable expression changes were seen after FAH knockdown (Supplementary Figure 2F). We next evaluated the consequences of FAH silencing on cell cycle staging and apoptosis using flow cytometry. Results showed that in the melanoma cells the two siFAHs tested effectively reduced the number of cells in G2+S, while increasing the number of cells in G1 (Figure 2C). Meanwhile, Annexin V-FITC staining experiments showed that FAH knockdown was associated with increased apoptosis in the melanoma cell lines (Figure 2D).

**Figure 2:**
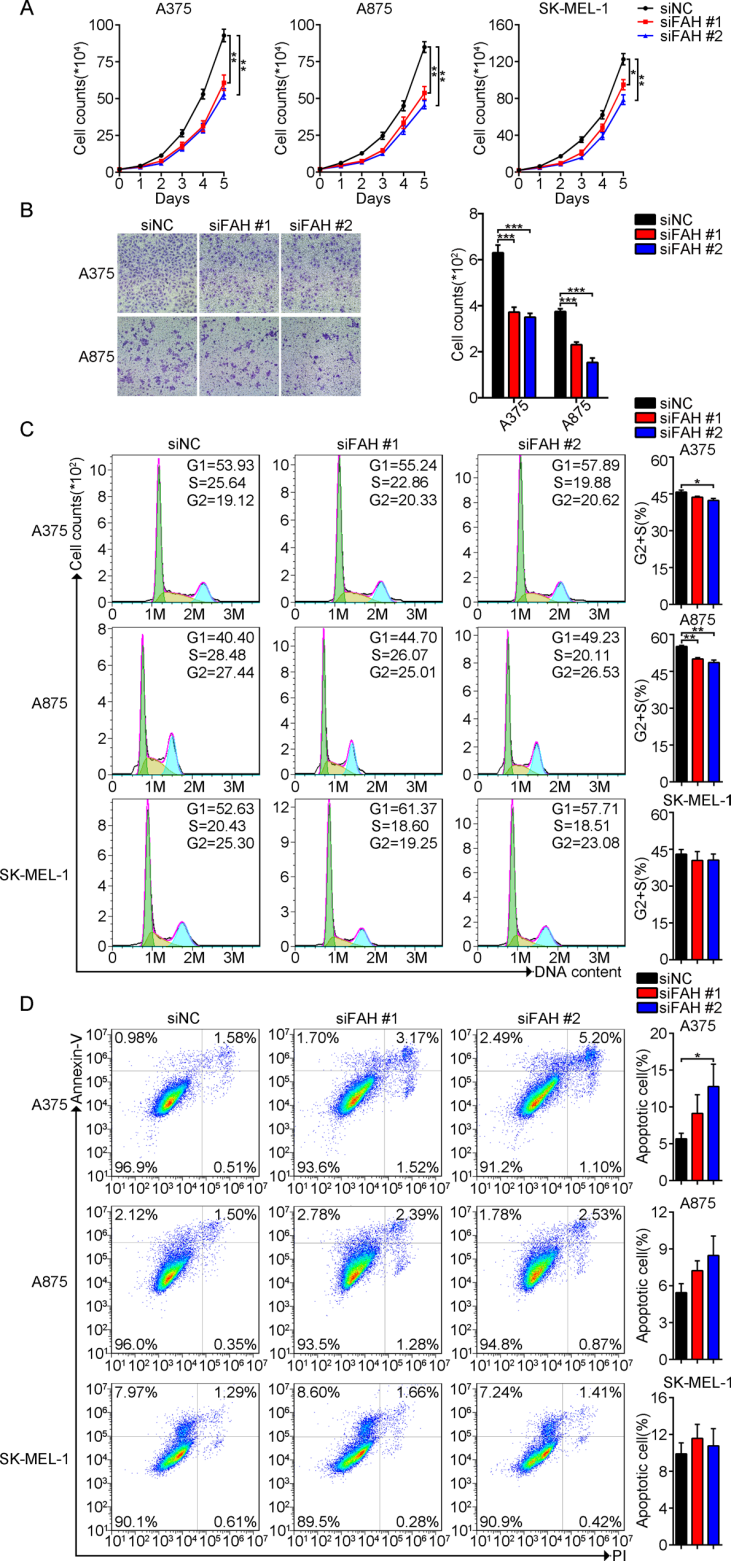
FAH knockdown arrests cell cycle, reduces proliferation and migration, and increases apoptosis in melanoma cells (**A**) Proliferation assay in melanoma cells transfected with FAH siRNA or scrambled siRNA and cultured in complete medium. Cell counts were obtained at different time points. (**B**) Transwell migration assay in melanoma cells transfected with FAH siRNA or scrambled siRNA. (**C–D**) Flow cytometric evaluation of cell cycle staging and apoptosis in melanoma cells transfected with FAH siRNA or scrambled siRNA. Data from 3 independent experiments are expressed as mean ± SEM; ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001 (Student’s *t-test*).

Next, we increased the expression of FAH in melanoma cells using a plasmid vector (FAH-pcDNA3.1). Direct DNA sequencing (data not shown) and agarose gel electrophoresis (Supplementary Figure 2G) were used to validate the construct. Transfection efficiency was verified by real-time RT-PCR and western blot (Supplementary Figure 2G). FAH-pcDNA3.1 transfection did not affect proliferation in melanoma cells (Supplementary Figure 3A) but increased, as expected, their rate of migration compared with control cells (Supplementary Figure 3B). Cell cycle analysis showed a decreased G1 population, and an increase in the number of cells in G2+S phase (Supplementary Figure 3C), while no noticeable differences in the rate of apoptosis were observed between the FAH-overexpressing and control cells (Supplementary Figure 3D). We speculated that this phenomenon might be associated with sufficient endogenous FAH expression and limited substrates in melanoma cells. Thus, combined results from FAH silencing and overexpression experiments suggest that FAH promotes proliferation and migration, while inhibiting apoptosis in melanoma cells.

### Analysis of FAH-regulated gene expression in melanoma cells

To shed light on the biological processes regulated by FAH, we performed mRNA expression profiling in control and FAH-knockdown melanoma cells. A375 cells were transfected in triplicate with siFAH or a scrambled siRNA for 72 h. 

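The profiling covered 6 arrays of A375, an established human melanoma cell line: 3 of cells transfected with control siRNA and 3 of cells transfected with siFAH, all at 72 h. Each array (Affymetrix Human Gene 1.0 ST, 1 sample per array) read labeled cDNA made from total RNA. The header of Supplementary Table 2 names the knockdown group SiFA1. The sources differ on the RNA kit: the methods name miRNeasy Mini, the sample labels name RNeasy Fibrous Tissue, and the design note of the series names TRIzol with RNeasy. They also differ on the labeling kit, which is WT PLUS in the methods, WT Sense Target in the sample labels and One-Cycle with in vitro transcription in the design note. The authors made the values by RMA, which corrects background, normalizes between arrays and gives 1 log2 signal per probe set. No further scaling was applied here. Of the probe sets, 19291 carry 1 gene symbol, 1735 carry several and 7803 were not named and so not tested by gene. For each symbol the brightest probe set was kept, which left 18372 genes. Array medians were 4.996, 4.972 and 4.922 in the control arrays and 5.011, 5.003 and 5.038 in the siFAH arrays. Across probe sets, arrays of the same group had correlations from 0.995 to 0.997 and arrays of different groups from 0.9881 to 0.9953. The first principal component held 55.1% of the variance and separated the groups. Signals were compared with limma, siFAH minus control siRNA, with p values adjusted over the 18372 genes, and a gene was called at an adjusted p under 0.05. The 29 gene lists used for groups were compared with all other genes by limma's camera. The number of arrays limits the precision: 3 against 3 cannot give an exact permutation p under 0.1.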

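FAH mRNA was lower in each siFAH array than in each control array, with a mean log2 signal of 4.81 ± 0.19 (SD, n = 3) against 5.58 ± 0.10 (SD, n = 3). Its log2 fold change was -0.77 (standard error 0.10, adjusted p = 0.00213 from limma), read by probe set 7985268. Among the genes with the largest increases were IGFBP5, which binds insulin-like growth factors (log2 fold change 1.56, standard error 0.09, adjusted p = 9.37e-05), MGP, an inhibitor of calcification (1.44, standard error 0.10, adjusted p = 0.000227), and the semaphorin SEMA6A (1.08, standard error 0.10, adjusted p = 0.000517). The others of the 10 highest were small nucleolar, small Cajal body and spliceosomal RNAs, from RNU4-2 at 0.99 to SNORD63 at 1.28. The largest decreases included SLC31A1, a copper transporter (-1.21, standard error 0.14, adjusted p = 0.00144), the activin antagonist FST (-1.16, standard error 0.09, adjusted p = 0.000321), the integrin subunit ITGB3 (-0.93, standard error 0.09, adjusted p = 0.000742) and ASNS, the asparagine synthetase (-0.91, standard error 0.08, adjusted p = 0.000517). Each of these genes passed the test in every fit that left out 1 array.

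Of 18372 genes, 639 were higher and 1172 were lower after FAH silencing. At least 1.5-fold changes were found in 128 of the higher and 103 of the lower genes. At the paper's limits, an unadjusted p under 0.05 (here from limma) and 1.2-fold either way, there were 2310 genes, 871 higher and 1439 lower. The siFAH and control arrays did not overlap for 5881 genes (32%, where chance gives 10%). The brightest genes read lower: the median log2 fold change went from 0.048 in the dimmest 10% of genes to -0.11 in the brightest 10%. Short noncoding RNAs had a median of 0.51 over 217 of them, 126 higher and 2 lower. Of the called genes, 64.7% were lower, against 80.1% with each array centred on its median and 50.5% after cyclic loess between arrays. Higher and lower counts were 267 and 472 without control replicate 2, 289 and 438 without control replicate 3, 271 and 440 without knockdown replicate 2, and 267 and 390 without knockdown replicate 3. With the methods' t-test, 6 genes were higher and 8 lower at an adjusted p under 0.05, and FAH had an adjusted p of 0.118.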

Microarray analysis using Affymetrix GeneChip Human Gene 1.0 ST arrays identified 2535 DEGs after FAH silencing (Supplementary Table 2). Gene Ontology (GO) analysis was next employed to interrogate the biological functions of these DEGs. Significantly enriched GO terms were clustered based on their functional annotations. The data showed that for these 2535 DEGs, there were 512 functionally annotated clusters that were significantly enriched. The main clusters were involved in small molecule metabolic process, G1/S transition of cell cycle, cell proliferation, cellular response to hypoxia, cell migration, biosynthetic process, TCA cycle, and cell death (Figure 3A). 

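CDK2, a kinase of the G1/S transition, fell in the siFAH arrays, with a log2 fold change of -0.69 (standard error 0.10, adjusted p = 0.00368 from limma). CCND1, the cyclin partner of CDK4, had -0.43 (standard error 0.07, adjusted p = 0.00576) and CHAF1B, a subunit of a chromatin assembly factor, had -0.55 (standard error 0.09, adjusted p = 0.00544). Of 51 measured genes of DNA replication and the G1/S transition, 26 were lower, none was higher and 25 were not called (34 lower when adjusted over the list alone). After cyclic loess 14 were lower and 1 was higher, and after quantile normalization 19 were lower and 1 was higher. Their median of -0.27 compared with -0.062 for random lists of the same signal level (camera adjusted p = 1.50e-14, and adjusted p = 0.465 with an estimated correlation). Of 39 genes of mitosis, 18 were lower, 1 was higher and 20 were not called (23 lower and 2 higher when adjusted over the list alone). They included the spindle motor KIF11 (-0.51, standard error 0.09, adjusted p = 0.00642) and the phosphatase CDC25C (-0.52, standard error 0.10, adjusted p = 0.0106). The higher member was CKS2, a cofactor of cyclin-dependent kinases (0.41, standard error 0.10, adjusted p = 0.0268, a call lost when control replicate 2 or 3 or knockdown replicate 2 or 3 was left out). The mitosis list had a median of -0.25, against -0.070 for random lists of the same level (camera adjusted p = 1.56e-10, and adjusted p = 0.465 with an estimated correlation). Without control replicate 2, control replicate 3, knockdown replicate 2 or knockdown replicate 3, the lower DNA replication genes numbered 9, 12, 8 and 6. The lower mitosis genes numbered 10 without control replicate 3, 7 without knockdown replicate 2 and 7 without knockdown replicate 3.

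NDRG1, a gene induced by hypoxia, fell with a log2 fold change of -0.41 (standard error 0.07, adjusted p = 0.00713), and the mTOR inhibitor DDIT4 had -0.39 (standard error 0.08, adjusted p = 0.0176). Of 27 targets of HIF-1, the hypoxia-inducible factor, 6 were lower, none was higher and 21 were not called (11 lower and 1 higher when adjusted over the list alone). The higher one was PFKFB3, an enzyme that makes an activator of glycolysis (0.23, adjusted p = 0.0933 over all genes). HK2 and LDHA, which the glycolysis list also holds, were among the 6. So were DDIT4 and VEGFA (-0.29, adjusted p = 0.0353), which the list of the ATF4 and amino acid response also holds. The median of the HIF-1 list was -0.22, against -0.059 for random lists of the same level (camera adjusted p = 0.000106, adjusted p = 0.489 with an estimated correlation and 0.0808 by fry). The 6 became 3 without control replicate 2, 2 without control replicate 3, 3 without knockdown replicate 2 and 3 without knockdown replicate 3. As each array was left out, the median ran from -0.27 without control replicate 1 to -0.13 without control replicate 3.

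Some genes of cell migration rose and others fell. The collagenase MMP1 rose (0.82, standard error 0.09, adjusted p = 0.00144), as did the transcription factor SNAI2 (0.65), the matrix protein FN1 (0.59) and the transcription factor TWIST1 (0.37, with an adjusted p of 0.0612 without control replicate 3 and 0.0687 without knockdown replicate 2). The integrin subunits ITGB3 and ITGA5 (-0.50), the matrix protein TNC (-0.73, standard error 0.08, adjusted p = 0.00144), the receptor AXL (-0.55) and the gelatinase MMP2 (-0.41) fell. These are the 4 higher and 5 lower of 22 genes of epithelial-mesenchymal transition and migration, with 13 not called (5 higher and 6 lower when adjusted over the list alone). The list as a whole was not shifted one way (median -0.079, which became 0.0094 after cyclic loess, camera adjusted p = 0.455, and adjusted p = 0.772 with an estimated correlation). At the paper's limits it held 4 higher and 5 lower genes, more than chance by a one-sided Fisher's exact test (adjusted p = 0.00398, from 0.000577 to 0.0424 under the other settings). Of the genes of cell death, APAF1, which forms the apoptosome, fell (-0.73, standard error 0.08, adjusted p = 0.00110). The death receptor TNFRSF10B had -0.32 (standard error 0.09, adjusted p = 0.0491), a call that held only without knockdown replicate 1 when each array was left out in turn. These were the 2 lower of 21 pro-apoptotic genes, with none higher and 19 not called (1 lower when adjusted over the list alone). Of 9 anti-apoptotic genes, MCL1 was lower (-0.25, standard error 0.07, adjusted p = 0.0414, lost without each of the arrays in turn) and 8 were not called (1 lower when adjusted over the list alone). Neither list of cell death genes was shifted (camera adjusted p = 0.392 and 0.706, and adjusted p = 0.645 and 0.755 with an estimated correlation). CKS2, PFKFB3, VEGFA, TWIST1, FN1, ITGA5, AXL and MMP2 were named after their values were seen.

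**Figure D1:**
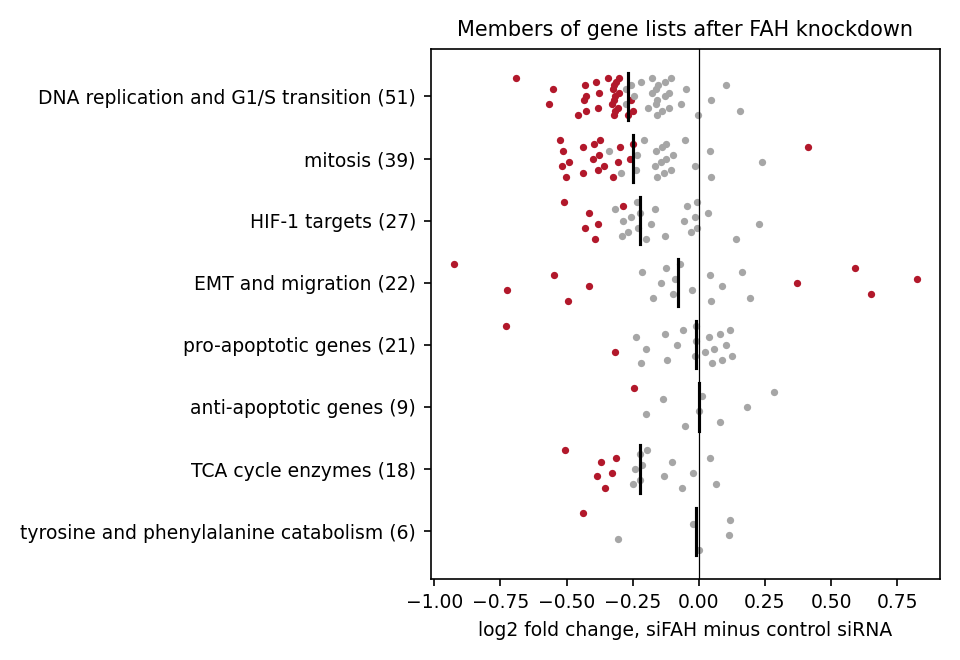
Log2 fold change (siFAH minus control siRNA, horizontal axis) of each measured member of 8 gene lists, with the number of members in parentheses. Each point is a gene, red where its adjusted p is under 0.05 and gray otherwise, and the black bar is the list's median, from -0.27 for DNA replication and G1/S transition to 0.0015 for anti-apoptotic genes (below 0 after quantile normalization, median centring or cyclic loess).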

Based on the Kyoto Encyclopedia of Genes and Genomes (KEGG) database, we further analyzed the pathways in which the DEGs were significantly enriched by applying the PathNet algorithm [23] (Figure 3B–3C). 

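GOT1, the cytosolic aspartate aminotransferase that can also act on tyrosine, was lower after FAH silencing, with a log2 fold change of -0.44 (standard error 0.09, adjusted p = 0.0138 from limma). Its mitochondrial paralog GOT2 had -0.31 (standard error 0.11, adjusted p = 0.0949). TAT, which starts tyrosine breakdown, had 0.11 (adjusted p = 0.369) and GSTZ1, which acts just before FAH, had 0.12 (adjusted p = 0.475). Of 6 measured genes of tyrosine and phenylalanine catabolism, 1 was lower and 5 were not called (2 lower when adjusted over the list alone). The call of GOT1 was lost without control replicate 2, control replicate 3 or knockdown replicate 2. As a list they were not shifted (median -0.0094, camera adjusted p = 0.530, and adjusted p = 0.645 with an estimated correlation). With dim probe sets left out, only 2 of the 6 genes remained, with a median of -0.37 (camera adjusted p = 0.123). The median of the full list therefore rests mostly on dim probe sets.

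The genes at the paper's limits were then counted in each list and compared with all genes tested by a one-sided Fisher's exact test, adjusted over 29 lists. They made up 26 of 51 genes of DNA replication and the G1/S transition, all of them lower (adjusted p = 5.06e-10), and 17 after quantile normalization (0.000185) or 13 after cyclic loess (0.0132). In mitosis they made up 19 of 39 genes, 18 lower and 1 higher (adjusted p = 3.91e-07). Among HIF-1 targets, 10 of 27 genes were at these limits, all lower (adjusted p = 0.00443). They became 5 without control replicate 3 (adjusted p = 0.285), 6 after cyclic loess (0.218), 6 with array weights (0.233), 7 after quantile normalization (0.0949) and 7 with the methods' t-test (0.0535). The TCA cycle enzymes had 6 of 18 at the limits, all lower (adjusted p = 0.0613). Their adjusted p was 0.668 after cyclic loess, 0.00523 without control replicate 1, 0.0324 without control replicate 2, 0.275 without control replicate 3, 0.0105 without knockdown replicate 1, 0.00621 without knockdown replicate 2 and 0.0414 without knockdown replicate 3. Tyrosine and phenylalanine catabolism had 2 of 6 (adjusted p = 0.348), pro-apoptotic genes had 2 of 21 (adjusted p = 0.920) and no anti-apoptotic gene of 9 passed (adjusted p = 1.00).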

In line with GO analysis results, DEG involvement was detected in 164 pathways, affecting cell cycle, apoptosis, the TCA cycle, tyrosine metabolism, and HIF-1 signaling, among others. 

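The ATF4 and amino acid response list and the aminoacyl-tRNA synthetase list had the lowest medians of the 29 lists tested. ASNS fell, and so did CTH, which makes cysteine (log2 fold change -0.87, standard error 0.08, adjusted p = 0.000634 from limma), the cystine transporter SLC7A11 (-0.81, standard error 0.10, adjusted p = 0.00193) and SLC7A5, which imports large neutral amino acids (-0.87, standard error 0.09, adjusted p = 0.000742). Of 29 measured targets of ATF4, the transcription factor of the amino acid response, 21 were lower, 1 was higher and 7 were not called (22 lower and 1 higher when adjusted over the list alone, camera adjusted p = 8.36e-17, and adjusted p = 0.465 with an estimated correlation). The higher one was ATF5, itself a transcription factor of this response, at 0.35 (standard error 0.07, adjusted p = 0.0138, and 0.0585 without knockdown replicate 3), named after its value was seen. Of 19 aminoacyl-tRNA synthetases, which load tRNAs, 12 were lower, none was higher and 7 were not called (15 lower when adjusted over the list alone). GARS1 had -0.75 (standard error 0.09, adjusted p = 0.00144) and WARS1 had -0.70 (standard error 0.08, adjusted p = 0.00134). Of the 29 lists, 10 were shifted lower and 1, respiratory complex I, was shifted higher at a camera adjusted p under 0.05. None passed with an estimated correlation (lowest adjusted p = 0.465, with an unadjusted camera p of 0.0398 for the ATF4 list). By fry, a test of each list's direction without other genes as reference, 7 passed. From the functions and pathways enriched among its DEGs, by GO and by KEGG, the paper reasons to the processes that FAH may act on.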

Overall, these results suggest that FAH may affect multiple important biological functions and metabolic processes, including the TCA cycle, in melanoma cells.

**Figure 3:**
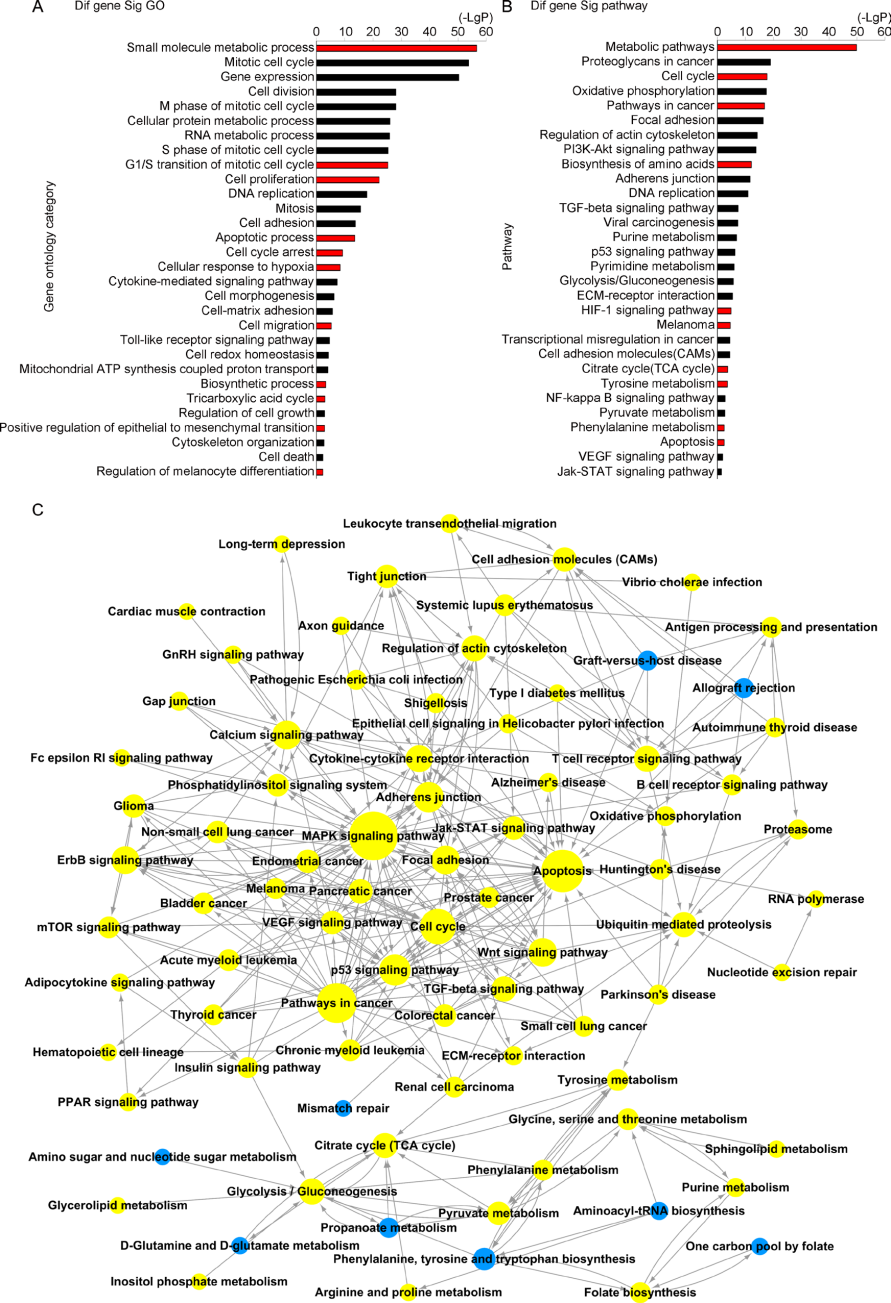
GO and pathway interaction analyses (**A–B**) GO and pathway analyses of differentially expressed genes (DEGs) in A375 cells after siRNA-mediated FAH silencing. GO analysis was applied to analyze the DEGs’ main functions. Pathway analysis was predominantly based on the KEGG database. The vertical axis represents categories and the horizontal axis represents -log 10 *p* values of significant GO terms or pathways. (**C**) Pathway network (PathNet) was constructed by connecting significant pathways including DEGs identified upon FAH knockdown. Circles represent pathways and lines indicate pathway interactions.

### FAH promotes anaplerotic reactions and fatty acids synthesis in melanoma cells

FAH synthesizes fumarate and acetoacetate from L-phenylalanine and tyrosine. In the melanoma cells studied here, both immunostaining and western blot showed that FAH localized mainly in the cytosol, rather than the mitochondria (Figure 4A–4B). We speculated that fumarate formed by FAH activity is converted to malate by fumarase (FH), which is then transported into the mitochondria, where it fuels anaplerotic reactions via the TCA cycle. To assess this hypothesis, we first analyzed the expression of fumarase in melanoma cells. Consistent with previous reports [24], western blots showed both cytosolic and mitochondrial fumarase expression (Figure 4C). On the other hand, and as expected, fumarate levels decreased after FAH knockdown (Figure 4D) and increased after ectopic FAH expression (Supplementary Figure 4A). Then, we accessed the cBioPortal for Cancer Genomics [25, 26] to evaluate and correlate mRNA levels of FAH and the oxoglutarate/malate carrier SLC25A11 in cutaneous melanoma data from TCGA. Results showed that indeed, the mRNA levels of FAH were positively correlated with those of SLC25A11 (Figure 4E).

**Figure 4:**
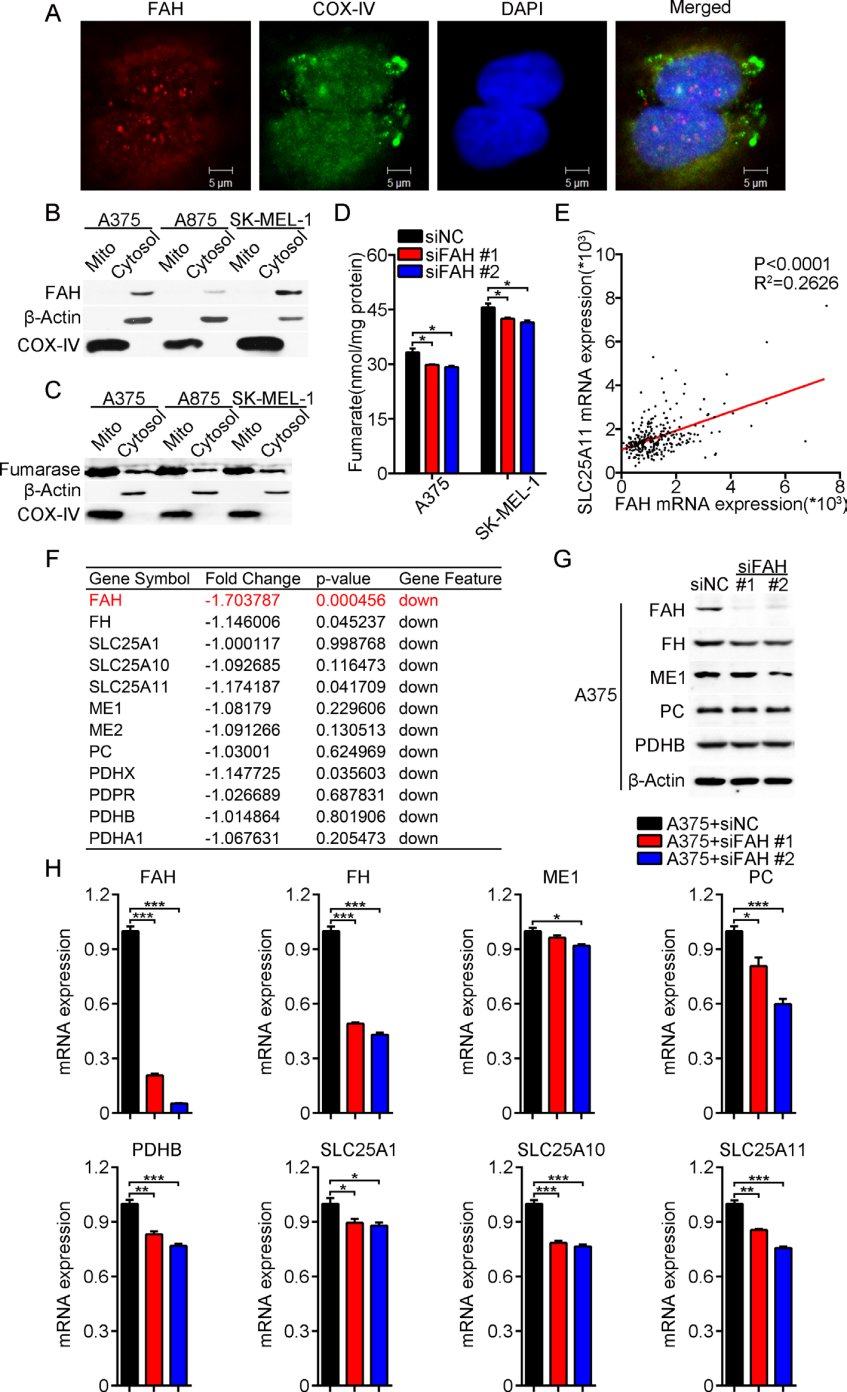
FAH expression modulates TCA cycle enzyme and transport activity (**A**) A375 cells were stained with FAH or COX-IV antibodies and photographed under a two-photon confocal microscope. Scale bars, 5 μm. (**B**) Western blot analysis of FAH expression in cytosolic and mitochondrial fractions isolated from A375, A875, and SK-MEL-1 melanoma cells. β-actin and COX-IV served as cytosolic and mitochondrial markers, respectively. (**C**) Western blot analysis of β-actin, COX-IV, and fumarase in cytosolic and mitochondrial fractions of A375, A875, and SK-MEL-1 melanoma cells. (**D**) Total cellular fumarate levels in siFAH-transfected melanoma cells. (**E**) FAH and SLC25A11 mRNA data from clinical samples of melanoma (TCGA database). (**F**) Expression profiling of FAH, FH, SLC25A1, SLC25A10, SLC25A11, ME1, ME2, PC, PDHX, PDPR, PDHB, and PDHA1 mRNAs in FAH-silenced A375 cells. (**G**) Western blot analysis of FAH, FH, ME1, PC, and PDHB in siFAH-transfected A375 cells. (**H**) Real-time RT-PCR analysis of FAH, FH, ME1, PC, PDHB, SLC25A1, SLC25A10, and SLC25A11 mRNAs in siFAH-transfected A375 cells. Data are presented as mean ± SEM; *n* = 3. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001 (Student’s *t-test*).

Next, we performed mRNA expression profiling in FAH-silenced A375 cells, and found that the expression of multiple enzymes, including FH, malic enzyme (ME1 and ME2), pyruvate dehydrogenase complex (PDHB, PDHX, PDPR, and PDHA1), pyruvate carboxylase (PC), and the mitochondrial carrier proteins SLC25A1, SLC25A10, and SLC25A11, was downregulated after FAH knockdown (Figure 4F). 

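None of 10 measured genes of this group passed limma's test after FAH silencing, and 1 gene was not analysed here. The largest decreases were in SLC25A11, the mitochondrial carrier of oxoglutarate and malate (log2 fold change -0.23, standard error 0.09, adjusted p = 0.127), and PDHX, a component of the pyruvate dehydrogenase complex (-0.20, standard error 0.07, adjusted p = 0.113). The dicarboxylate carrier SLC25A10 had -0.13, and the malic enzymes ME2 and ME1 had -0.13 and -0.11. The catalytic subunit PDHA1 had -0.094, pyruvate carboxylase (PC) had -0.043 and the phosphatase subunit PDPR had -0.038. PDHB had -0.021 and the citrate carrier SLC25A1 had -0.00017. All 10 values were negative on the authors' scale. The values of PDHB, PDPR and SLC25A1 were positive after quantile normalization (0.048, 0.025 and 0.070), and those of PDHA1, PDHB, PDPR and SLC25A1 were positive after cyclic loess (0.0091, 0.081, 0.071 and 0.10).

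The list is that of Figure 4F, which shows these samples. At an unadjusted p under 0.05, 2 genes were lower by limma, 2 by SAM and 1 by the methods' t-test. No gene passed when adjusted over the list alone, and none reached 1.2-fold with an unadjusted p under 0.05. The median of the list was -0.10, against -0.089 for random lists of the same signal level (camera adjusted p = 0.0997, and adjusted p = 0.645 with an estimated correlation). Without control replicate 1 the camera adjusted p was 0.0435. In simulated data, limma called 10.4% of changes of 0.25 on the log2 scale and 92.5% of changes of 0.5. At an unadjusted p under 0.05, limma recovered 59 of 67 simulated changes of 0.25. An adjusted p depends on how many genes change, and 1811 genes were called in the real data. The 10.4% therefore does not give the share of such changes that could be called here.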

To validate these findings, we performed real-time RT-PCR and western blot in FAH-silenced or FAH-overexpressing A375 cells. Consistently, results showed that the expression of FH, ME1, PC, PDHB, SLC25A1, SLC25A10, and SLC25A11 was largely decreased after FAH silencing (Figure 4G–4H) and slightly increased after FAH overexpression (Supplementary Figure 4B–4C). These results suggested that FAH activity effectively provides intermediates for the TCA cycle.

We next accessed cutaneous melanoma data from TCGA and asked whether FAH can accelerate metabolic flux through the TCA cycle by analyzing, at the mRNA level, the correlation between FAH and the enzymes involved in the TCA cycle. Interestingly, rate-limiting enzymes of the TCA cycle, including citrate synthase (CS), isocitrate dehydrogenase (IDH3A, IDH3B, and IDH3G) and the a-ketoglutarate dehydrogenase complex (OGDH, DLST, and DLD), were all found to be positively associated with FAH (Figure 5A). Moreover, other TCA cycle enzymes, such as malate dehydrogenase (MDH), aconitase (ACO2), succinyl-CoA synthetase (SUCLG1 and SUCLG2), succinate dehydrogenase (SDHA, SDHB, SDHC, and SDHD) and FH, also displayed a positive correlation with FAH (Figure 5A and Supplementary Figure 5A). These results were followed by analyses of mRNA expression profiling in FAH-silenced A375 cells, which showed that the expression of the TCA cycle enzymes mentioned above was indeed downregulated after FAH knockdown (Figure 5B). 

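IDH1, the cytosolic NADP-dependent isocitrate dehydrogenase, fell most among the enzymes of this group, with a log2 fold change of -0.51 (standard error 0.08, adjusted p = 0.00548 from limma). OGDH and DLD, subunits of the α-ketoglutarate dehydrogenase complex, had -0.37 (standard error 0.07, adjusted p = 0.0129) and -0.31 (standard error 0.07, adjusted p = 0.0190). IDH3A, a subunit of the mitochondrial NAD-dependent enzyme, had -0.36 (standard error 0.07, adjusted p = 0.0173). SUCLG1, of succinyl-CoA synthetase, had -0.39 (standard error 0.11, adjusted p = 0.0496) and the cytosolic malate dehydrogenase MDH1 had -0.33 (standard error 0.08, adjusted p = 0.0362). Of 18 measured TCA cycle enzymes, these 6 were lower, none was higher and 12 were not called (12 lower when adjusted over the list alone), and 3 enzymes were not analysed here. The list is that of Figure 5B, which shows these samples. Citrate synthase (CS) had -0.13 (standard error 0.07, adjusted p = 0.288). SDHA had -0.24 (adjusted p = 0.0705) and SDHD had -0.20 (adjusted p = 0.129). SDHC had 0.044 (adjusted p = 0.741, and -0.010 with each array centred on its median) and MDH2 had 0.065 (adjusted p = 0.570). IDH2 had -0.063 and IDH3G had -0.022, and both were above 0 after cyclic loess (0.0014 and 0.083).

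The median of the list was -0.22, against -0.084 for random lists of genes with the same signal level. The list was shifted against all other genes by camera (adjusted p = 1.76e-05), but not with an estimated correlation (adjusted p = 0.489). By fry, which tests for a change without other genes as reference, its adjusted p was 0.0764. The count of 6 became 2 after cyclic loess, 1 without control replicate 2, 2 without control replicate 3, 1 without knockdown replicate 2 and 2 without knockdown replicate 3. IDH1 passed the test in each of these fits.

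**Figure D2:**
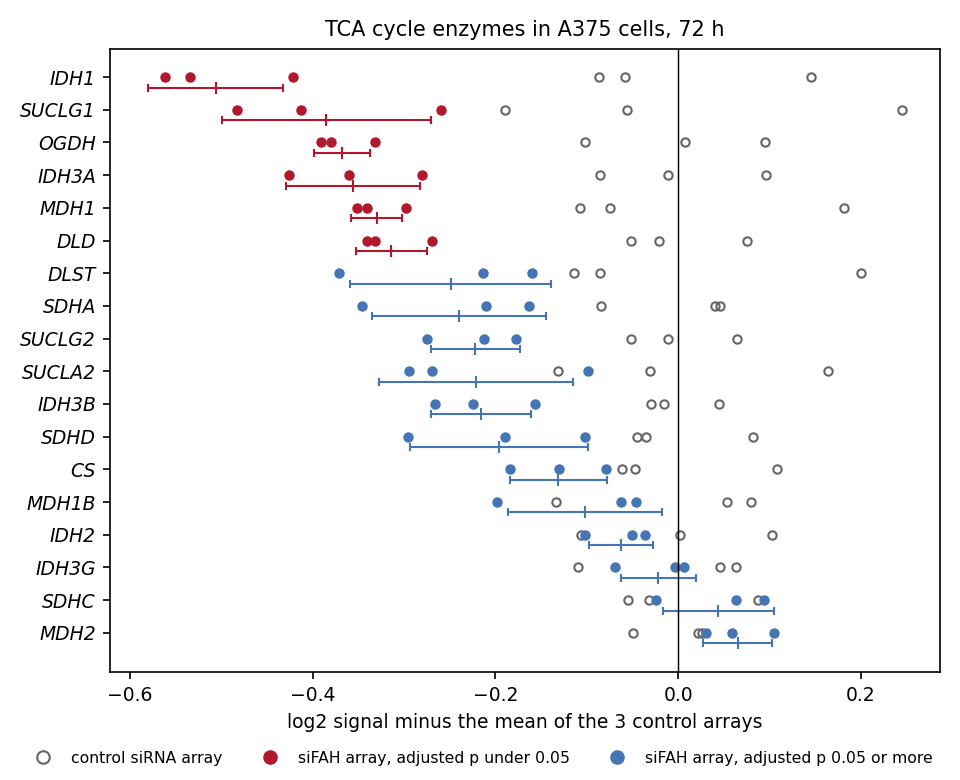
Log2 signal of 18 TCA cycle enzymes in each array, minus the mean of the 3 control arrays (horizontal axis). Open circles are control arrays, filled circles are siFAH arrays (red where the adjusted p is under 0.05), and the bars give the mean and SD of the 3 siFAH arrays, which runs from -0.51 for IDH1 to 0.065 for MDH2.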

We next performed real-time RT-PCR and western blot in FAH-silenced or overexpressing A375 cells. As expected, a clear decrease in the expression of rate-limiting enzymes of the TCA cycle was observed after FAH knockdown (Figure 5C–5D) while a slight increase occurred instead in FAH-overexpressing cells (Supplementary Figure 5B-–5C).

**Figure 5:**
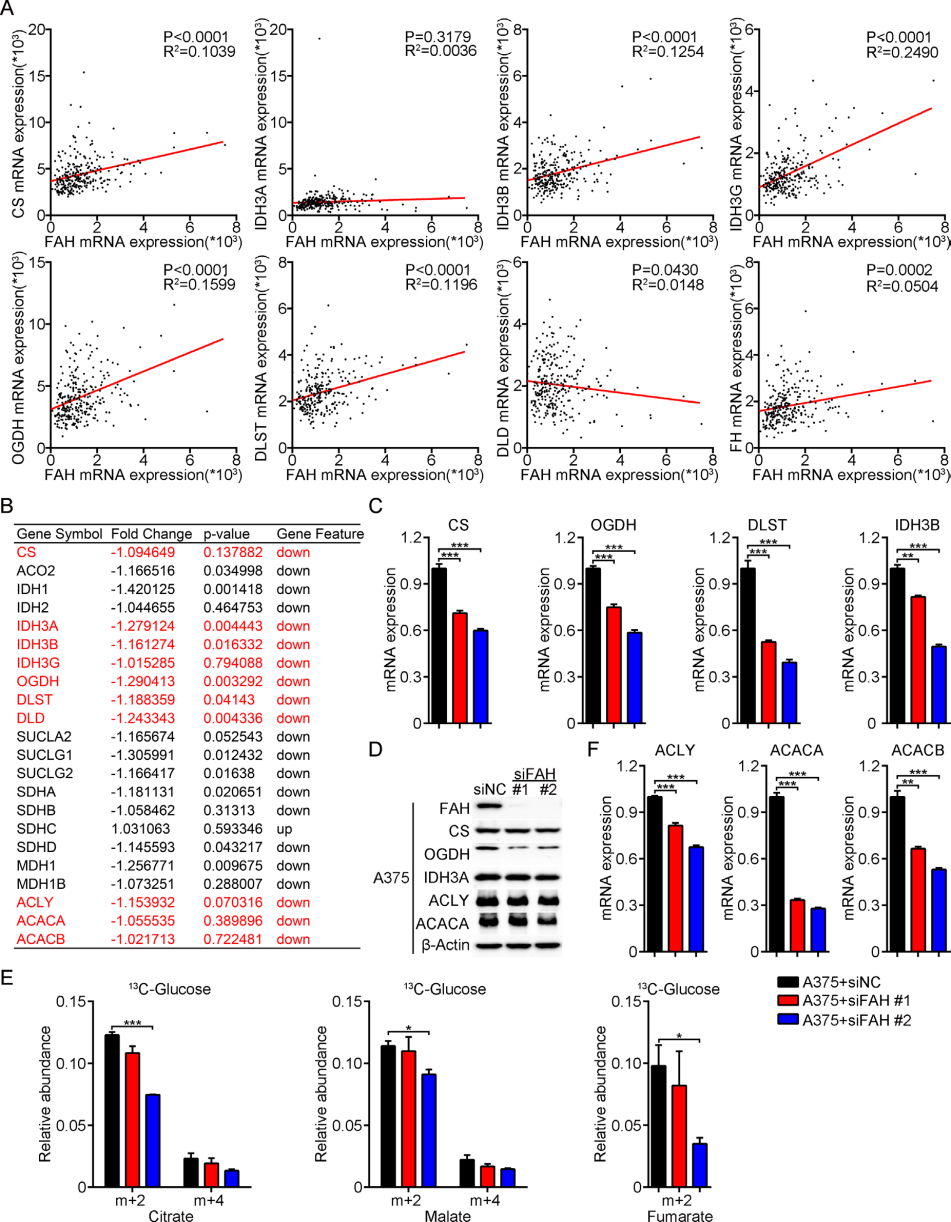
FAH knockdown reduces flux through the TCA cycle and inhibits fatty acids synthesis (**A**) FAH, CS, IDH3A, IDH3B, IDH3G, OGDH, DLST, DLD, and FH mRNA data from clinical samples of melanoma (TCGA database). (**B**) Expression profiling of ACLY, ACACA, ACACB and TCA cycle enzymes’ mRNAs in FAH-silenced A375 cells. (**C**) Quantification of CS, OGDH, DLST, and IDH3B mRNAs by real-time RT-PCR in siFAH-transfected A375 cells. (**D**) Western blot analyses of FAH, CS, OGDH, IDH3A, ACLY, and ACACA expression in siFAH-transfected A375 cells. (**E**) Analysis of the relative abundance of ^13^C-labeled citrate, malate, and fumarate in A375 cells transfected with siFAHs. Cells were cultured with ^13^C-D-glucose for 24 hours and analyzed by LC-MS. (**F**) Quantification of ACLY, ACACA and ACACB mRNAs by real-time RT-PCR in siFAH-transfected A375 cells. Results are expressed as mean ± SEM of samples assessed in triplicates. Representative data from three separate experiments are shown. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001 (Student’s *t-test*).

To further validate the contribution of FAH to metabolic flow through the TCA cycle, we performed ^13^C tracing by Liquid Chromatography Q-Exactive Mass Spectrometry (LC-QE-MS) in A375 cells using ^13^C-D-glucose. Through this approach, TCA cycle intermediates would obtain after each cycle two ^13^C atoms from acetyl coenzyme A (acetyl-CoA), derived from glycolysis of ^13^C-D-glucose. Hence the relative abundance of intermediates containing two (m+2), four (m+4), or six (m+6) ^13^C atoms represents the metabolic flow rate of the TCA cycle. Results showed that the relative abundance of citrate, malate, or fumarate containing two (m+2) or four (m+4) ^13^C atoms was decreased after FAH knockdown (Figure 5E) and slightly increased after FAH overexpression (Supplementary Figure 5D), indicating deceleration and acceleration, respectively, of the TCA cycle. This suggests that FAH effectively increases TCA cycle activity. Together, these results indicate that FAH stimulates energy metabolism and biosynthesis, affecting multiple biological behaviors in melanoma.

Citrate is an essential intermediate in the TCA cycle that is transported from the mitochondria to the cytoplasm by SLC25A1 [22] to be broken down into acetyl-CoA by the enzyme ATP-citrate lyase (ACLY). Acetyl-CoA, in turn, is converted into malonyl-CoA by acetyl-CoA carboxylases (ACACA and ACACB), which is the rate-limiting step in fatty acid biosynthesis. Since the above studies have demonstrated that FAH effectively promotes anaplerotic reactions, we speculated that FAH activity may also lead to increased citrate levels in mitochondria and subsequently influence fatty acids synthesis. This hypothesis was tested by analyzing mRNA expression profiling data in FAH-silenced A375 cells. Results showed that the expression of ACLY, ACACA, and ACACB were decreased after FAH knockdown (Figure 5B). These findings were corroborated by real-time RT-PCR and western blot, (Supplementary Figure 5D and 5F) which showed increased ACLY, ACACA, and ACACB levels after FAH overexpression (Supplementary Figure 5C and 5E). These data indicated that FAH promotes fatty acids synthesis from citrate in melanoma cells.

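ACLY, which splits citrate into acetyl-CoA and oxaloacetate, had a log2 fold change of -0.21 (standard error 0.09, adjusted p = 0.186 from limma). ACACA, the cytosolic acetyl-CoA carboxylase, had -0.078 (standard error 0.08, adjusted p = 0.559) on the authors' scale and 0.016 after cyclic loess. ACACB, the carboxylase at the outer mitochondrial membrane, had -0.031 (standard error 0.07, adjusted p = 0.831), and 0.014 without control replicate 3. None of the 3 genes passed limma's test over all genes or when adjusted over the list alone. At an unadjusted p under 0.05, 1 gene, ACLY, was lower by limma. No gene of the list passed SAM or the methods' t-test even without adjustment. ACLY did not reach 1.2-fold (fold change -1.15). As a list they were not shifted against other genes (median -0.078, camera adjusted p = 0.437, and adjusted p = 0.645 with an estimated correlation). As each array was left out, this median ran from -0.12 without knockdown replicate 1 to -0.024 without control replicate 3.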

### Enhanced FAH expression stimulates glycolysis, the pentose phosphate pathway, and nucleotide synthesis in melanoma cells

We next asked if in addition to the TCA cycle, FAH activity may affect other glucose-utilizing metabolic pathways, such as glycolysis and the pentose phosphate pathway (PPP), an important branch of glycolysis that provides the nucleotide precursor ribose 5-phosphate and is a major source of cytosolic NADPH. To address this question, we further analyzed mRNA expression profiling data in FAH-silenced A375 cells. Results showed that levels of the glucose transporters (SLC2A family) and related enzymes involved in glycolysis, the PPP pathway, and nucleotide synthesis, such as the rate-limiting enzymes hexokinase (HK), phosphofructokinase (PFKL, PFKM, and PFKP), pyruvate kinase (PKM), lactate dehydrogenase (LDH), glucose-6-phosphate dehydrogenase (G6PD) and phosphoribosyl pyrophosphate synthetase (PRPS1 and PRPS2), were mostly decreased after FAH knockdown (Figure 6A). 

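HK2, a hexokinase that traps glucose in the cell, fell after FAH silencing with a log2 fold change of -0.51 (standard error 0.08, adjusted p = 0.00526 from limma). The lactate dehydrogenase subunit LDHA had -0.43 (standard error 0.10, adjusted p = 0.0233), the enolase ENO2 had -0.46 (standard error 0.11, adjusted p = 0.0278) and GAPDH had -0.27 (standard error 0.08, adjusted p = 0.0485). Of 20 measured genes of glycolysis and glucose transport, these 4 were lower, none was higher and 16 were not called (8 lower when adjusted over the list alone). The glucose transporters SLC2A1 and SLC2A3 had -0.25 and -0.23 (adjusted p = 0.132 and 0.192). SLC2A2, a transporter of liver and islet cells, had 0.11 (adjusted p = 0.564). The phosphofructokinases PFKP and PFKM had -0.19 and -0.13 (adjusted p = 0.140 and 0.424), and pyruvate kinase (PKM) had -0.18 (adjusted p = 0.167). PFKL had -0.025 on the authors' scale, 0.0028 after quantile normalization and 0.029 after cyclic loess. In the PPP, PGD, which forms ribulose 5-phosphate, had -0.30 (standard error 0.08, adjusted p = 0.0422), and PGLS and TKT were not called, so that 1 of 3 genes was lower (1 when adjusted over the list alone). The phosphoribosyl pyrophosphate synthetases PRPS2 and PRPS1 had -0.27 and -0.17 (adjusted p = 0.0788 and 0.227). GART, a trifunctional enzyme of purine synthesis, had -0.34 (standard error 0.07, adjusted p = 0.0176) and was the lower one of 8 genes of PRPP and purine synthesis, with 7 not called (5 lower when adjusted over the list alone). These lists are those of Figure 6A, which shows these samples, and 4 further genes were not analysed here.

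The glycolysis list had a median of -0.23, against -0.074 for random lists of the same signal level (camera adjusted p = 5.86e-06, adjusted p = 0.489 with an estimated correlation and 0.0808 by fry). The PRPP and purine list had a median of -0.20, against -0.090 for such random lists (camera adjusted p = 0.00170, adjusted p = 0.489 with an estimated correlation and 0.0603 after cyclic loess). The PPP list was not shifted (camera adjusted p = 0.392, and adjusted p = 0.645 with an estimated correlation). The 4 lower genes of glycolysis became 2 without control replicate 2, 1 without control replicate 3, 7 without knockdown replicate 1, 1 without knockdown replicate 2 and 1 without knockdown replicate 3, and HK2 passed in each of these fits. The call of GART was lost without control replicate 2, control replicate 3 or knockdown replicate 3, and that of PGD in every fit that left out an array other than control replicate 1. The call of PGD was also lost after quantile normalization, after cyclic loess and with all probe sets. Both calls were lost with the replicate number as a block.

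**Figure D3:**
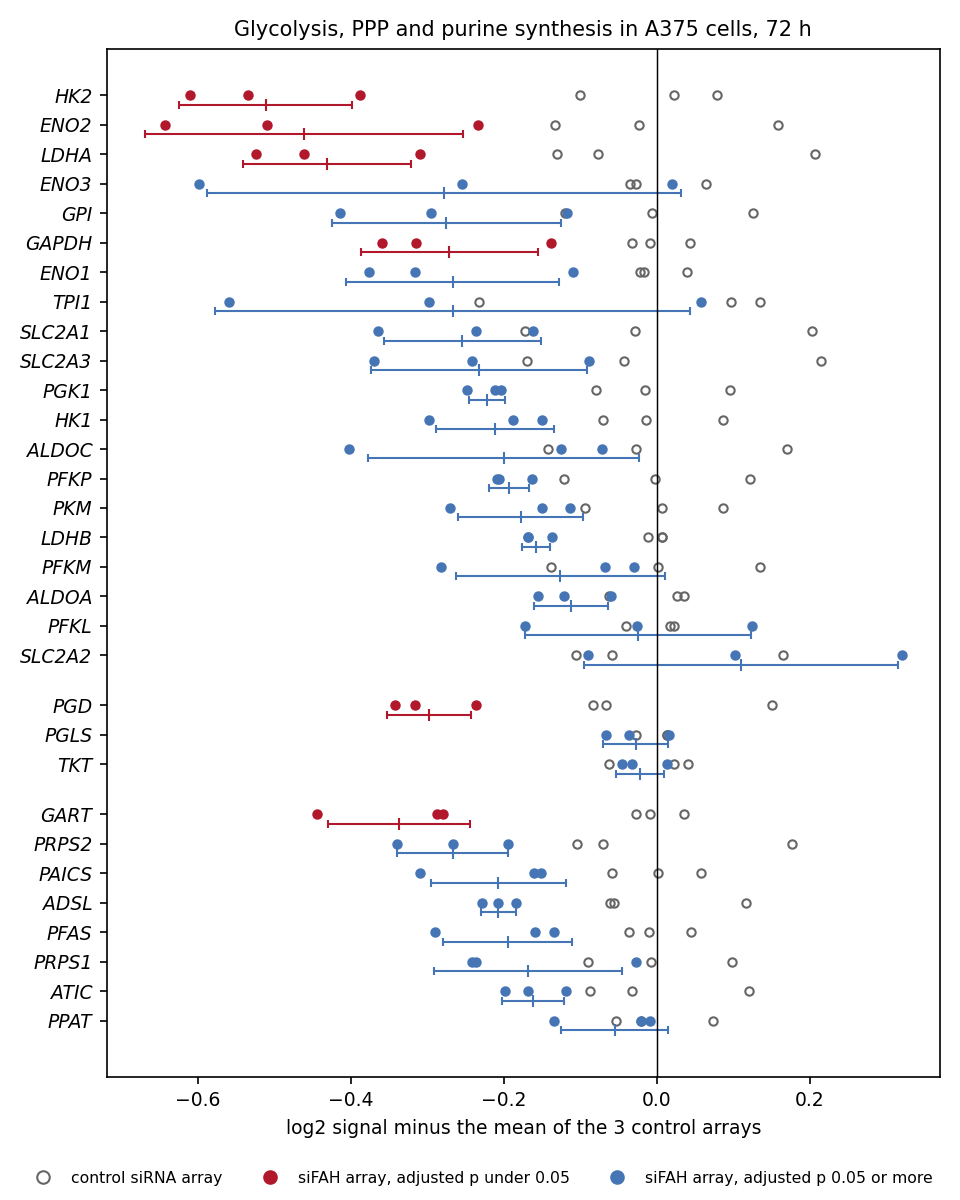
Log2 signal of genes of glycolysis and glucose transport (top), the PPP (middle) and PRPP and purine synthesis (bottom) in each array, minus the mean of the 3 control arrays (horizontal axis). Open circles are control arrays, filled circles are siFAH arrays (red where the adjusted p is under 0.05), and the bars give the mean and SD of the 3 siFAH arrays, from -0.51 for HK2 to 0.11 for SLC2A2.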

In parallel, real-time RT-PCR and western blot analyses confirmed a decrease in the expression of SLC2A1 and the above mentioned enzymes after FAH knockdown (Figure 6B–6C), whereas an increase, in contrast, was observed in A375 cells after FAH overexpression (Supplementary Figure 6A–6C).

**Figure 6:**
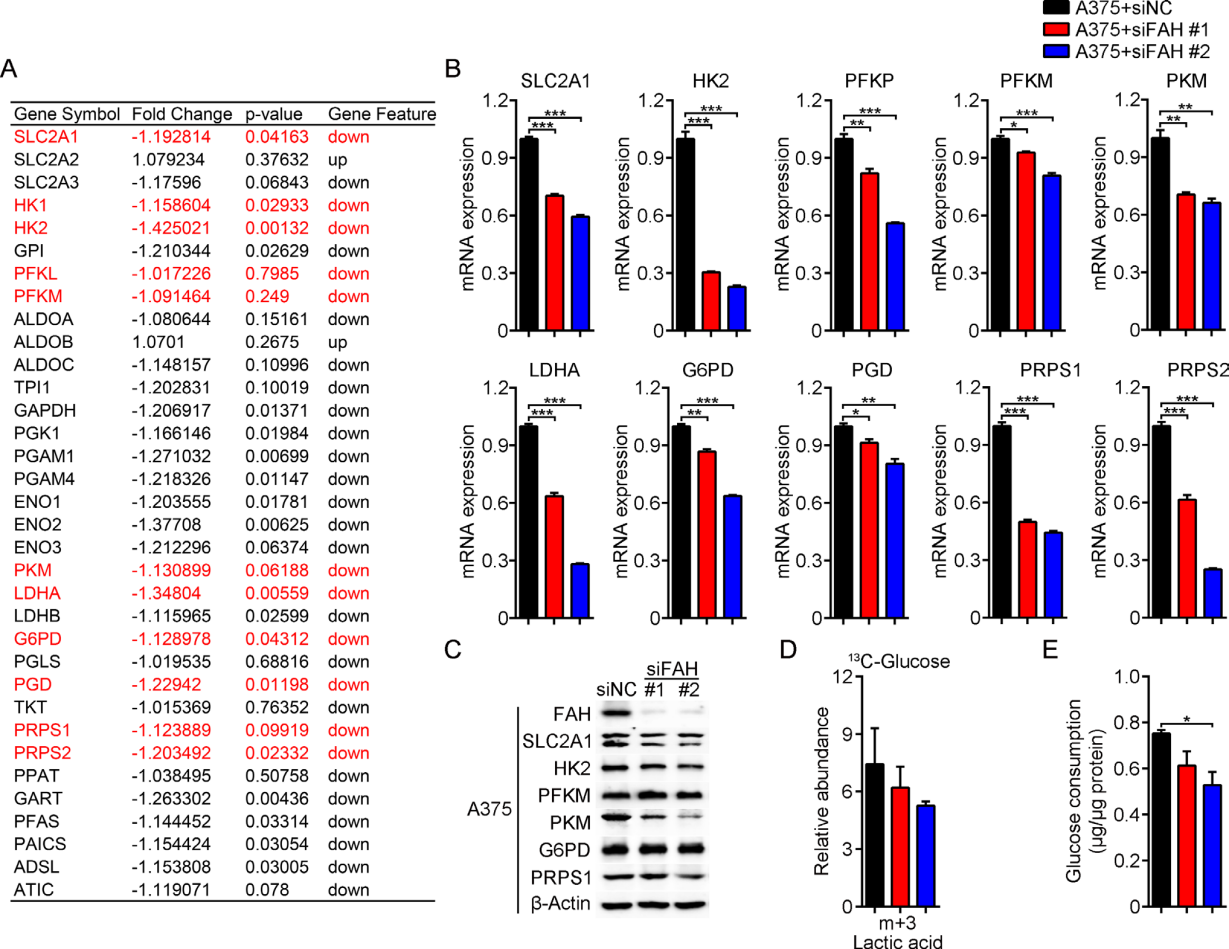
FAH knockdown inhibits glycolysis, pentose phosphate pathway activity, and nucleotide synthesis in melanoma cells (**A**) Expression profiling of glycolytic, PPP, and nucleotide biosynthetic enzymes’ mRNAs in FAH-silenced A375 cells. (**B**) Quantification of SLC2A1, HK2, PFKP, PFKM, PKM, LDHA, G6PD, PGD, PRPS1, and PRPS2 mRNAs by real-time RT-PCR in siFAH-transfected A375 cells. (**C**) Western blot analysis of FAH, SLC2A1, HK2, PFKM, PKM, G6PD, and PRPS1 in siFAH-transfected A375 cells. (**D**) Analysis of the relative abundance of ^13^C-labeled lactate in siFAH-transfected A375 cells. Cells were cultured with ^13^C-D-glucose for 24 hours and analyzed by LC-MS. (**E**) Determination of glucose consumption rate in siFAH-transfected A375 cells. Data are expressed as mean ± SEM; *n* = 3 independent experiments. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001 (Student’s *t*-test).

Next, ^13^C tracing experiments were done in A375 cells to functionally validate these results. Here, glycolysis intermediates should incorporate three or six ^13^C atoms from ^13^C-D-glucose, hence the relative abundance of lactic acid containing three (m+3) ^13^C atoms represents glycolytic flow rate. In line with mRNA and protein expression results, ^13^C-labeled (m+3) lactate was decreased after FAH knockdown (Figure 6D) and slightly increased after FAH overexpression (Supplementary Figure 6D); these results indicated, respectively, reduced and increased glycolytic rates. In addition, we evaluated glucose consumption rate using enzymatic methods. Results showed that the glucose consumption rate of A375 cells was decreased after FAH knockdown (Figure 6E) and slightly increased after FAH overexpression (Supplementary Figure 6E).

These results demonstrated that FAH effectively stimulates glycolysis, the PPP pathway, and nucleotide synthesis, and increases glucose consumption in melanoma cells.

### CDC5L drives FAH expression in melanoma

Mammalian cell division cycle 5-like protein (CDC5L), a functional homolog of the Schizosaccharomyces pombe *cdc5* gene, has been shown to act as a positive regulator of G2/M progression and is a basic component of the non-snRNA spliceosome [27, 28]. In addition, CDC5L shares significant homology with the transcription factor c-Myb, indicating a potential role in regulating gene transcription [29, 30]. Upon searching the SABiosciences proprietary database (using the SABiosciences Text Mining Application and the UCSC Genome Browser) we found that CDC5L is one of the major predicted transcriptional factors for the *FAH* gene. The binding site of CDC5L on the *FAH* gene is located at chr15: 80430676-80430688 and the binding sequence is as follows: TTTATGTTTATTC (Figure 7A). To test the hypothesis that CDC5L is an important transcription factor for the *FAH* gene [31], chromatin immunoprecipitation (ChIP) and real-time PCR analysis were performed in melanoma cells. Because specific immunoprecipitation human CDC5L antibodies are not available, we constructed recombinant plasmids containing hemagglutinin- (HA) tagged CDC5L (pCMV-C-HA-CDC5L-CDS) and validated them by direct DNA sequencing (data not shown). Then we transfected this vector into A375 cells and conducted ChIP-qPCR using primers for the predicted binding sequence of the *FAH* gene (Supplementary Table 3). Clear amplification of a 120-bp DNA region including the predicted binding site was obtained from anti-HA precipitates, whereas anti-IgG antibody precipitates yielded negligible amplification of this DNA region (Figure 7B). These data indicated that CDC5L protein specifically binds to the *FAH* gene *in vitro*. To further confirm that CDC5L increases FAH expression, we knocked down the *Cdc5l* gene in melanoma cells using two siRNAs (Figure 7C and 7E), and analyzed FAH expression by real-time RT-PCR and western blot. Results showed that the expression of FAH was significantly decreased at both the mRNA (Figure 7D) and protein (Figure 7E) levels at different time points, suggesting that CDC5L effectively drives the expression of the *FAH* gene.

**Figure 7:**
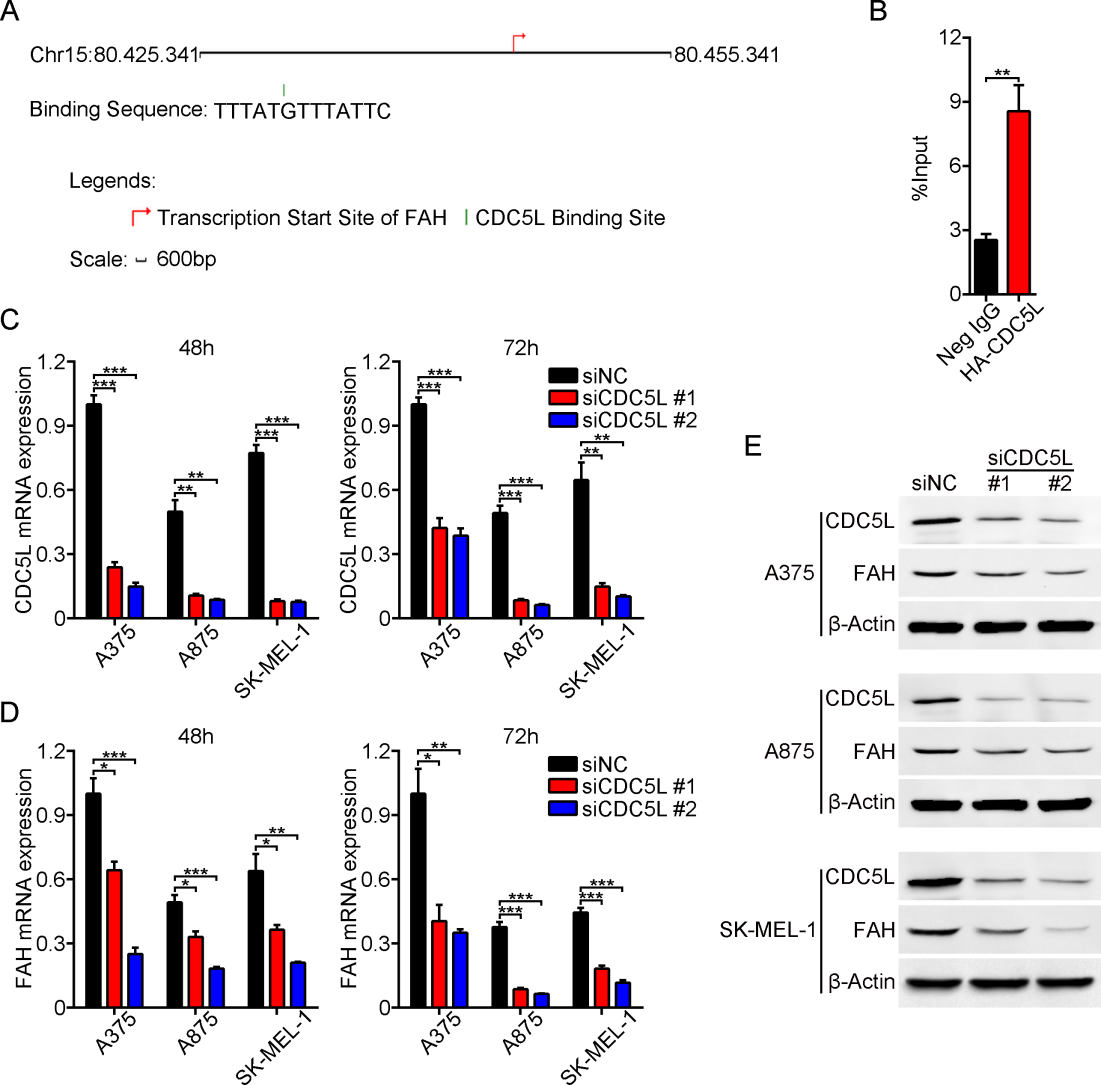
CDC5L drives FAH expression in melanoma cells (**A**) CDC5L binding sequence and location on the *FAH* gene, determined using the SABiosciences database. (**B**) ChIP-qPCR assay. DNA fragments interacting with CDC5L protein were pulled down by an anti-HA antibody and amplified by real-time PCR. Total chromatin was used as input. Normal human IgG served as negative control. (**C–E**) Silencing efficiency of two CDC5L siRNAs assessed by real-time RT-PCR (C) and western blot (E) at 48 and 72 h, respectively. These samples were then used to detect FAH expression using real-time RT-PCR (D) and western blot (E). Data are expressed as the mean ± SEM of three independent experiments. ^*^p < 0.05; ^**^p < 0.01; ^***^p < 0.001 (Student’s *t-test*).

## DISCUSSION

Anaplerotic reactions are essential for replenishing TCA cycle intermediates; they maintain the homeostasis of multiple metabolic pathways and are crucial for the survival and proliferation of tumor cells. The production of oxaloacetate from pyruvate by PC is considered the most physiologically important event within these pathways. Although multiple anaplerotic reactions have been identified in tumor cells, many of the enzymes involved remain to be identified.

In this study, we found that FAH is highly expressed in clinical specimens of melanoma, where it correlates with shortened survival times and may thus serve as an independent prognostic biomarker. Subsequently, our in vitro studies using three human melanoma cell lines revealed that FAH regulates important biological processes such as proliferation, migration, and apoptosis. Furthermore, we show that disrupting FAH in melanoma cells effectively prolongs survival in tumor-bearing mice. We attribute the pro-tumoral actions of FAH to its ability to promote anaplerotic reactions that underlie metabolic reprogramming in melanoma cells.

Little is known about the global metabolic impact of FAH on tumor cells. FAH catalyzes the conversion of 4-fumarylacetoacetate to acetoacetate and fumarate from L-phenylalanine and tyrosine catabolism. Through FAH knockdown and overexpression experiments combined with real time RT-PCR, western blot, and ^13^C metabolic flux analyses, the present study reveals that a remarkable number of enzymes within the glycolytic, TCA cycle, PPP, and nucleotide biosynthetic pathways are affected by fluctuations in cellular FAH levels in melanoma cells.

Based on sequence interaction evidence from genome data analyses, our ChIP-qPCR analysis confirmed that CDC5L binds to the *FAH* gene and drives FAH expression in A375 cells. Accordingly, disrupting CDC5L using siRNA significantly downregulated FAH levels. A transcription factor function for CDC5L has been previously suggested, but not clearly proved, based on sequence homology with c-Myb [29, 30]. Interestingly, since the binding site of CDC5L on the *FAH* gene is at a relatively distant position upstream of the transcription initiation point, i.e. at an unusual region of the gene’s promoter, we speculate that CDC5L might not bind to FAH’s promoter, but to other cis-regulatory elements (CREs) such as enhancers or silencers [32–34]. Thus, although the present data indicate that CDC5L is a putative transcription factor for FAH, detailed confirmatory experiments are warranted. Our next studies will also address the potential role of FAH in the regulation of hypoxia-inducible factor (HIF) target genes, as the elevated level of fumarate derived from increased FAH expression are likely to inhibit prolyl hydroxylase (PHD), preventing HIF degradation [35–38]. Stabilized HIF-1α is translocated to the nucleus and activates transcription of target genes including genes of glycolysis, glucose uptake and other metabolic pathways [39–41].

In summary, consistent with clinical evidence linking FAH overexpression with shortened melanoma patient survival, our study revealed that FAH plays a critical role in melanoma cell growth and survival by stimulating anaplerotic reactions that lead to increased energy metabolism and enhanced biosynthesis of fatty acids and nucleotides. The present study offers novel insights into melanoma’s metabolic reprogramming, and suggests that FAH is both a useful independent prognostic biomarker and a relevant target for melanoma therapy.

## MATERIALS AND METHODS

### Cell lines and animals

Human melanoma A375 cells were a kind gift of the Department of Oncology, Union Hospital (Wuhan, China). A875 and SK-MEL-1 cells were purchased from the Cell Resource Center, Institute of Basic Medical Sciences, CAMS/PUMC (Beijing, China). All cells were checked for mycoplasma and interspecies cross-contamination, and authenticated by short tandem repeat (STR) profiling and isoenzyme analyses at the Cell Resource Center and at the China Center for Type Culture Collection (Wuhan, China) before the study started, and occasionally during the course of this research. A375, A875, and SK-MEL-1 cells were cultured in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, Grand Island, NY) supplemented with 10% fetal bovine serum (Gibco). All cell lines were maintained in culture for a maximum of 20 passages (two months). Female BALB/c-nude mice (5 to 7 weeks old) were purchased from HFK Bioscience (Beijing, China). Animal studies were approved by the Animal Care and Use Committee of Tongji Medical College (Wuhan, China).

### RNA interference

A375 and A875 cells stably expressing short hairpin RNAs (shRNAs) against FAH and GFP were generated through lentiviral infection and puromycin selection. The shRNA-expressing virus was constructed by GeneChem (Shanghai, China), and direct sequence analysis was used to verify the inserted sequences. Melanoma cells were stably transduced with viral supernatant (MOI = 10, diluted to 10^7^ TU/ml with 10% FBS/DMEM; 8 μg/ml polybrene) and fresh 10% FBS/DMEM was added after 12 h. Thereafter, selection with 2 μg/ml of puromycin was initiated at 48 h and allowed to continue for 3 to 5 days. Stably transduced cells were maintained in 10% FBS/DMEM with 1 μg/ml puromycin. Silencing efficiency was verified by GFP detection, western blot, and real-time RT-PCR.

For FAH and CDC5L knockdown, siRNAs against these two genes and negative control siRNAs were purchased from RiboBio (Guangzhou, China). The corresponding sequences are shown in Supplementary Table 3. Cells were transfected with siRNAs using Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) at a final concentration of 50 nmol/L. Silencing efficiency was verified by western blot and real-time RT-PCR.

### Microarray assay

Total RNA from A375 cells transfected with FAH-targeted siRNA (siFAH) or negative control siRNA was extracted using the miRNeasy Mini Kit (Qiagen, Hilden, Germany) and further purified with an RNase-Free DNase Set. RNA quality was assessed by agarose gel electrophoresis. Subsequently, biotinylated cDNA was prepared according to the standard Affymetrix (Santa Clara, CA, USA) protocol from 250 ng of total RNA using a GeneChip^®^ WT PLUS Reagent Kit. Following labeling, 5.5 μg of cDNA was hybridized for 16 h at 45°C on a GeneChip Human Gene 1.0 ST Array in a GeneChip® Hybridization Oven 645. GeneChips were washed and stained in an Affymetrix Fluidics Station 450. We assayed three biological replicates for each sample. All arrays were then scanned using a GeneChip® Scanner 3000 (Affymetrix). Data were analyzed with the Robust Multichip Analysis (RMA) algorithm using Affymetrix default analysis settings and global scaling as the normalization method.

### Bioinformatic analysis

DEGs were identified based on SAM (Significance Analysis of Microarrays). Afterwards, we selected DEGs based on ≥ 1.2-fold-change in either direction, and DEGs for which *p* < 0.05 were considered downregulated or upregulated.

Gene Ontology (GO) analysis was applied for DEG functional analysis. Statistical significance (defined as *p* < 0.05) was assessed using Fisher’s exact test and multiple comparison tests, with a false discovery rate (FDR) < 0.05 as a cut-off. We calculated the enrichment (Re) score to determine the enrichment level per GO term using the following formula: Re = (n_f_/n)/(N_f_/N), where n_f_ is the number of target genes within a particular category, n is the total number of genes within the same category, N_f_ is the number of target genes in the entire microarray, and N is the total number of genes in the microarray. Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis was used to identify significant pathways related to the DEGs. Again, we used Fisher’s exact test and multiple comparison test to select significant pathways with *p* < 0.05. Re was calculated using the equation above. GO and KEGG pathway analyses were conducted using the online analysis tool Gene Cloud of Biomedical information (GCBI; https://www.gcbi.com.cn). The microarray data presented in this study have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE86870 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE86870).

Human melanoma tissue samples’ mRNA values were obtained from the Oncomine database. Survival data and related gene expression values from melanoma patients were obtained from The Cancer Genome Atlas (TCGA) database. The binding position and sequence of CDC5L in the *FAH* gene were obtained from the SABiosciences proprietary database.

### Plasmid constructs and transfection

FAH overexpression vectors were constructed by Goodbio Company (Wuhan, China) by inserting human FAH cDNA into pcDNA3.1 plasmids. The human CDC5L (NM_001253.3) CDS without the stop codon was amplified, double-digested with SmaI and XbaI, and then cloned into the pCMV-C-HA vector (Beyotime, Shanghai, China) to construct the pCMV-C-HA-CDC5L-CDS vector. Lipofectamine 3000 (Invitrogen) was used to transfect the plasmids into melanoma cells. All constructs were subjected to direct sequence analysis to verify the identities of the inserted sequences.

### *In vitro* migration assay

Complete medium (DMEM containing 10% FBS; 600 μl) was added to the lower chamber of 24-well transwell plates (Corning, NY, USA). Then, 5 × 10^4^ melanoma cells resuspended in 100 μl of serum-free DMEM were seeded into the upper chambers in triplicate and incubated at 37°C. A375 cells were incubated for 24 h, whereas A875 cells were incubated for 48 h because of their lower migration capacity. After being washed with phosphate-buffered saline (PBS), the cells were fixed using 4% neutral paraformaldehyde for 30 min and stained with 0.1% crystal violet for 20 min. Tumor cells migrating into the lower surface of the membranes were photographed at 100x magnification. Cells in ten random fields were counted to quantify migration.

### Cell cycle analysis

Cells were alternatively transfected with two siFAH or FAH-overexpressing plasmids for 60 h, trypsinized, washed with PBS, and fixed with cold (–20°C) 70% ethanol. After 20 h, cells were labeled using a Cell Cycle Detection Kit (KeyGen Biotech, Nanjing, China) according to the manufacturer’s instructions. Cell DNA contents were measured on an Accuri C6 flow cytometer (BD Biosciences, Ann Arbor, MI, USA). The percentages of cells in G1, S, and G2 phases were determined using FlowJo 7.6 software.

### Apoptosis analysis

Cells were alternatively transfected with two siFAH or FAH-overexpressing plasmids for 60 h and labeled using an Annexin V-FITC Apoptosis Detection Kit (KeyGen Biotech) according to the manufacturer’s protocol. Apoptosis levels were analyzed on an Accuri C6 flow cytometer.

### Semi-quantitative PCR and real-time RT-PCR

Cells were lysed in TRIzol reagent (Invitrogen), and total RNA was extracted following the manufacturer’s instructions. Real-time PCR analyses were performed with SYBR Green PCR master mix (Toyobo, Osaka, Japan) using a Bio-Rad CFX Connect™ Real-Time PCR Detection System (Bio-Rad, Mississauga, ON, Canada). Comparative quantitative mRNA levels were normalized to the housekeeping gene β-actin. Primer sequences are shown in Supplementary Table 3.

### Cellular fumarate detection

Total cellular fumarate levels were determined using the Fumarate Detection Assay Kit (Sigma-Aldrich, St. Louis, MO, USA) following the manufacturer’s protocol. Briefly, cells were homogenized in Fumarate Assay Buffer and then centrifuged to remove insoluble material. Then we set up the Master Reaction Mix which including Fumarate Developer, Enzyme Mix, and Assay Buffer. The samples and the Master Reaction Mix were mixed, incubated at 37°C for 60 min, after which absorbance was measured at 450 nm.

### Glucose consumption assay

Melanoma cells were alternatively transfected with two siFAH or FAH-overexpressing plasmids for 24 h. After complete medium exchange, a cell-free control group was set. Following a 24 h incubation, the supernatants were collected and glucose concentration was measured using a Glucose Assay Kit (Sigma) according to the manufacturer’s instructions. Cells were lysed for protein quantification using a BCA Protein Assay Kit (Thermo Scientific, Rockford, IL, USA). Glucose consumption rate was determined as the glucose concentration in the supernatants minus that of the cell-free control group, and normalized to total protein levels.

### Tissue microarray and immunohistochemistry

A human melanoma tissue microarray was purchased from Alenabio Biotechnology Co. (Xi’an, China). Immunohistochemistry using an anti-human FAH antibody (Abcam, Cambridge, MA, USA) was conducted by Goodbio Co. (Wuhan, China). IOD values of microarray samples were determined with IPP 6.0 software. Detailed information on the patient samples included in the microarray and corresponding IOD values is provided in Supplementary Table 1.

### Western blot analysis

Cytosolic and mitochondrial fractions were isolated from melanoma cells using the Cell Mitochondria Isolation Kit (Beyotime, Shanghai, China). Western blot was performed as described previously [42]. Proteins were extracted and analyzed using antibodies targeting the following human proteins: FAH (Abcam), COX-IV (Beyotime), FH, ME1, PC, PDHB, CS, OGDH, IDH3A, ACACA, ACLY, HK2, PFKM, PKM, SLC2A1, G6PD, PRPS1, CDC5L (Proteintech, Wuhan, China), N-Cadherin, E-Cadherin, TCF8/ZEB1 (Cell Signaling Technology, Beverly, MA, USA), and β-actin (Abcam) at the recommended dilutions.

### Two-photon confocal microscopy

A375 cells were stained with anti-human FAH (Abcam) and anti-human COX-IV (Beyotime) antibodies according to the manufacturer’s instructions and visualized by two-photon confocal microscopy (Leica, Wetzlar, Germany).

### ^13^C tracing by Liquid Chromatography Q-Exactive Mass Spectrometry (LC-QE-MS)

For ^13^C tracing experiments, A375 cells were alternatively transfected with two siFAHs or FAH-overexpressing plasmids for 48 h. After washing, cells were cultured with D-glucose (U-^13^C6, 99%; Cambridge Isotope Laboratories, Inc., Andover, MA, USA) for 24 h. Cells were trypsinized, washed twice with PBS and lysed in extraction solvent (80% methanol/water) for 30 min at –80°C. After centrifugation at 13,000 g (10 min at 4°C), supernatant extracts were analyzed using LC-QE-MS. Briefly, liquid chromatography was performed using a HPLC system (Ultimate 3000 UHPLC) (Thermo Fisher Scientific, San Jose, CA, USA) equipped with an XBridge amide column (100 × 2.1 mm i.d., 3.5 μm; Waters). The column temperature was maintained at 10 °C. The mobile phase A was 20 mM ammonium acetate and 15 mM ammonium hydroxide in water with 3% acetonitrile, pH 9.0, and the mobile phase B was acetonitrile. The linear gradient was as follows: 0 min, 85% B, 1.5 min, 85% B, 5.5 min, 30% B, 8 min, 30% B, 10 min, 85% B, and 12 min, 85% B. The flow rate was 0.2 mL/min. Sample volumes of 5 μl were injected for LC-MS analysis on a Q-Exactive mass spectrometer (Thermo Fisher Scientific) equipped with a HESI probe; the relevant parameters were: heater temperature, 120 °C; sheath gas, 30; auxiliary gas, 10; sweep gas, 3; and spray voltage, 2.5 kV for the negative mode. A full scan ranging from 80 to 350 (m/z) was used. Resolution was set at 70,000. Data were quantified by integrating the area under the curve of each compound using Xcalibur Qual Browser (Thermo Fisher). Each metabolite’s accurate mass ion and subsequent isotopic ions were extracted (EIC) using a 10 ppm window.

### Chromatin immunoprecipitation (ChIP) and qPCR analysis

As specific anti-human CDC5L antibodies for immunoprecipitation studies are not available, we constructed pCMV-C-HA-CDC5L-CDS plasmids and transfected them into A375 cells using Lipofectamine 3000. ChIP was performed using the EZ-ChIP Kit (Millipore, Billerica, MA, USA). The AVCX130 system (Sonics & Materials, Newtown, CT, USA) was used for cell sonication. Anti-HA (Abcam) and normal anti-human-IgG (Millipore) antibodies were used for immunoprecipitation reactions. The DNA fragments recovered from immunoprecipitated complexes were amplified via real-time PCR (qPCR). The primer sequences are listed in Supplementary Table 3.

### Statistical analysis

Statistical analysis was performed using SPSS 17.0 or GraphPad Prism 6.0 statistical software. All data are presented as mean ± standard error of the mean (SEM). Differences in mRNA expression between groups were calculated using a two-tailed Student’s *t*-test. Survival curves were plotted using the Kaplan-Meier method and compared by the log-rank test. For all tests, statistical significance was set at *p* < 0.05.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

FAH: fumarylacetoacetate hydrolase
FH: fumarase
acetyl-CoA: acetyl coenzyme A
SLC25A1: solute carrier family 25 (mitochondrial carrier; citrate transporter), member 1
SLC25A10: solute carrier family 25 (mitochondrial carrier; dicarboxylate transporter), member 10
SLC25A11: solute carrier family 25 (mitochondrial carrier; oxoglutarate carrier), member 11
ME: malic enzyme
PC: pyruvate carboxylase
PDHX: pyruvate dehydrogenase complex, component X
PDPR: pyruvate dehydrogenase phosphatase regulatory subunit
PDHB: pyruvate dehydrogenase beta
PDHA1: pyruvate dehydrogenase alpha 1
CS: citrate synthase
ACO2: aconitase 2
IDH: isocitrate dehydrogenase
OGDH: oxoglutarate dehydrogenase
DLST: dihydrolipoamide S-succinyltransferase
DLD: dihydrolipoamide dehydrogenase
SUCL: succinate-CoA ligase
SDH: succinate dehydrogenase complex
MDH: malate dehydrogenase
ACLY: ATP citrate lyase
ACACA: acetyl-CoA carboxylase alpha
ACACB: acetyl-CoA carboxylase beta
SLC2A1: solute carrier family 2 (facilitated glucose transporter), member 1
HK: hexokinase
GPI: glucose-6-phosphate isomerase
PFK: phosphofructokinase
ALDO: aldolase
TPI: triosephosphate isomerase
GAPDH: glyceraldehyde-3-phosphate dehydrogenase
PGK: phosphoglycerate kinase
PGAM: phosphoglycerate mutase
ENO: enolase
PKM: pyruvate kinase
LDH: lactate dehydrogenase
G6PD: glucose-6-phosphate dehydrogenase
PGLS: 6-phosphogluconolactonase
PGD: phosphogluconate dehydrogenase
TKT: transketolase
PRPS: phosphoribosyl pyrophosphate synthetase
PPAT: phosphoribosyl pyrophosphate amidotransferase
GART: phosphoribosylglycinamide formyltransferase, phosphoribosylglycinamide synthetase, phosphoribosylaminoimidazole synthetase
PFAS: phosphoribosylformylglycinamidine synthase
PAICS: phosphoribosylaminoimidazole succinocarboxamide synthetase
ADSL: adenylosuccinate lyase
ATIC: 5-aminoimidazole-4-carboxamide ribonucleotide formyltransferaseIMP cyclohydrolase
DEGs: differentially expressed genes
TCGA: The Cancer Genome Atlas
OS: overall survival
DFS: disease-free survival
GFP: green fluorescent protein
siRNA: small interfering RNA
shRNA: short hairpin RNA
TCA cycle: tricarboxylic acid cycle
real-time RT-PCR: quantitative reverse transcription-PCR
PPP: pentose phosphate pathway
CDC5L: Cell division cycle 5-like protein
CDS: coding DNA sequence
HA: hemagglutinin
CREs: cis-regulatory elements
HIF: hypoxia-inducible factor
PHD: prolyl hydroxylase
STR: short tandem repeat
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
cDNA: complementary DNA
IOD: integrated optical density

# Supplementary material for: CDC5L drives FAH expression to promote metabolic reprogramming in melanoma
**Source:** Oncotarget. 2017 Dec 7;8(69):114328–43. doi: 10.18632/oncotarget.23107
**Supplement:** Supplementary file 1

# CDC5L drives FAH expression to promote metabolic reprogramming in melanoma

## SUPPLEMENTARY MATERIALS

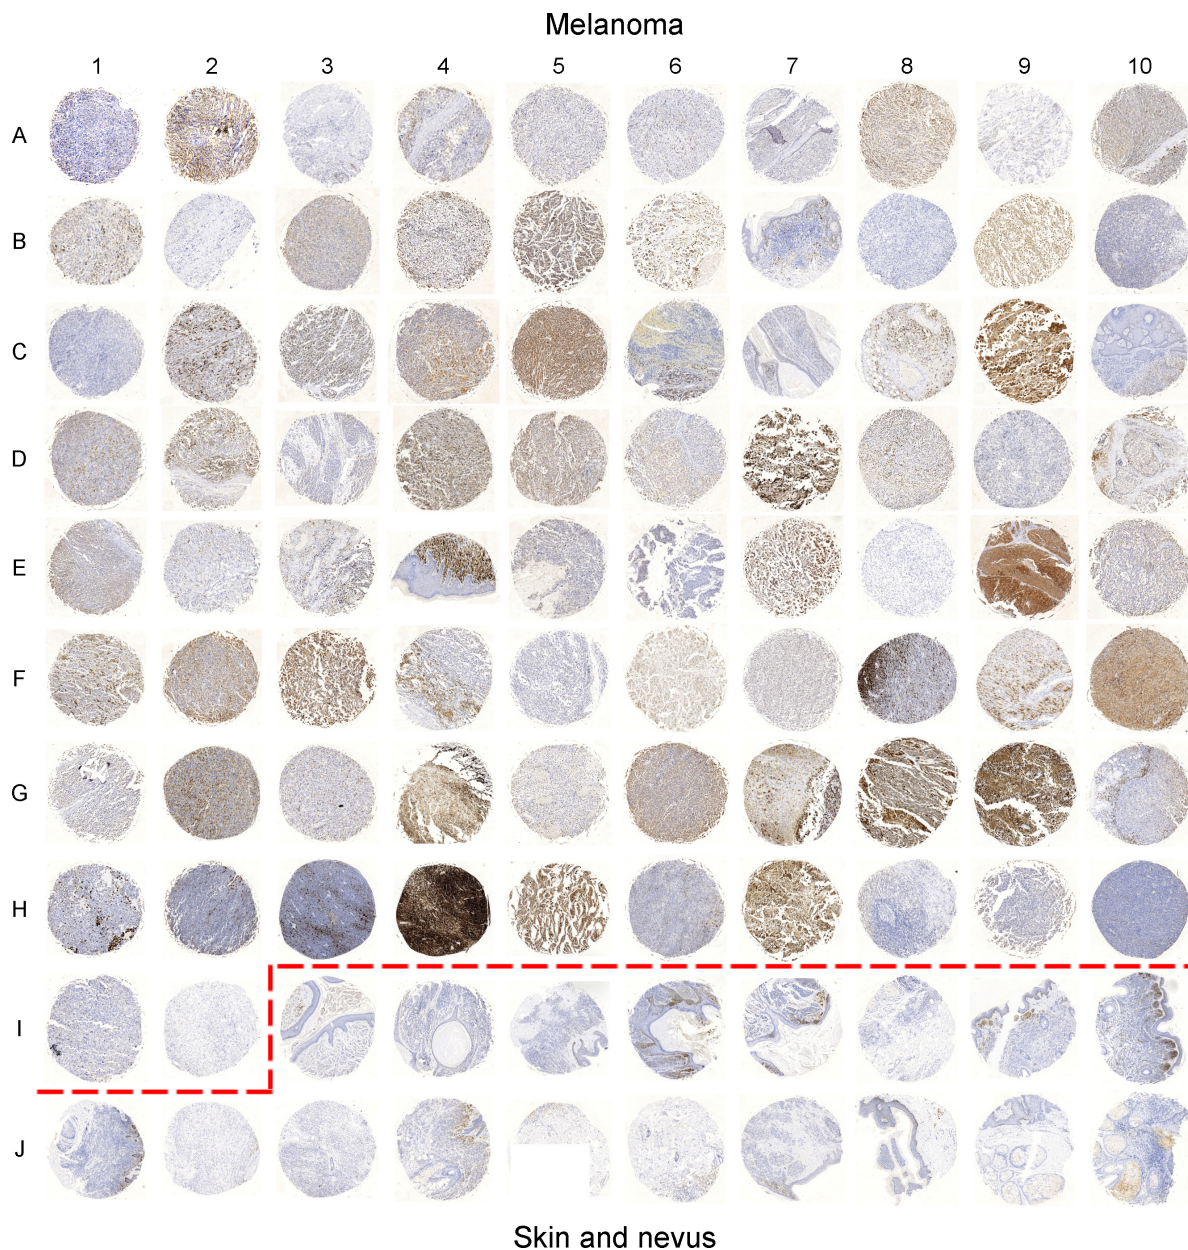

Supplementary Figure 1: Immunohistochemical detection of FAH in a human melanoma tissue microarray.

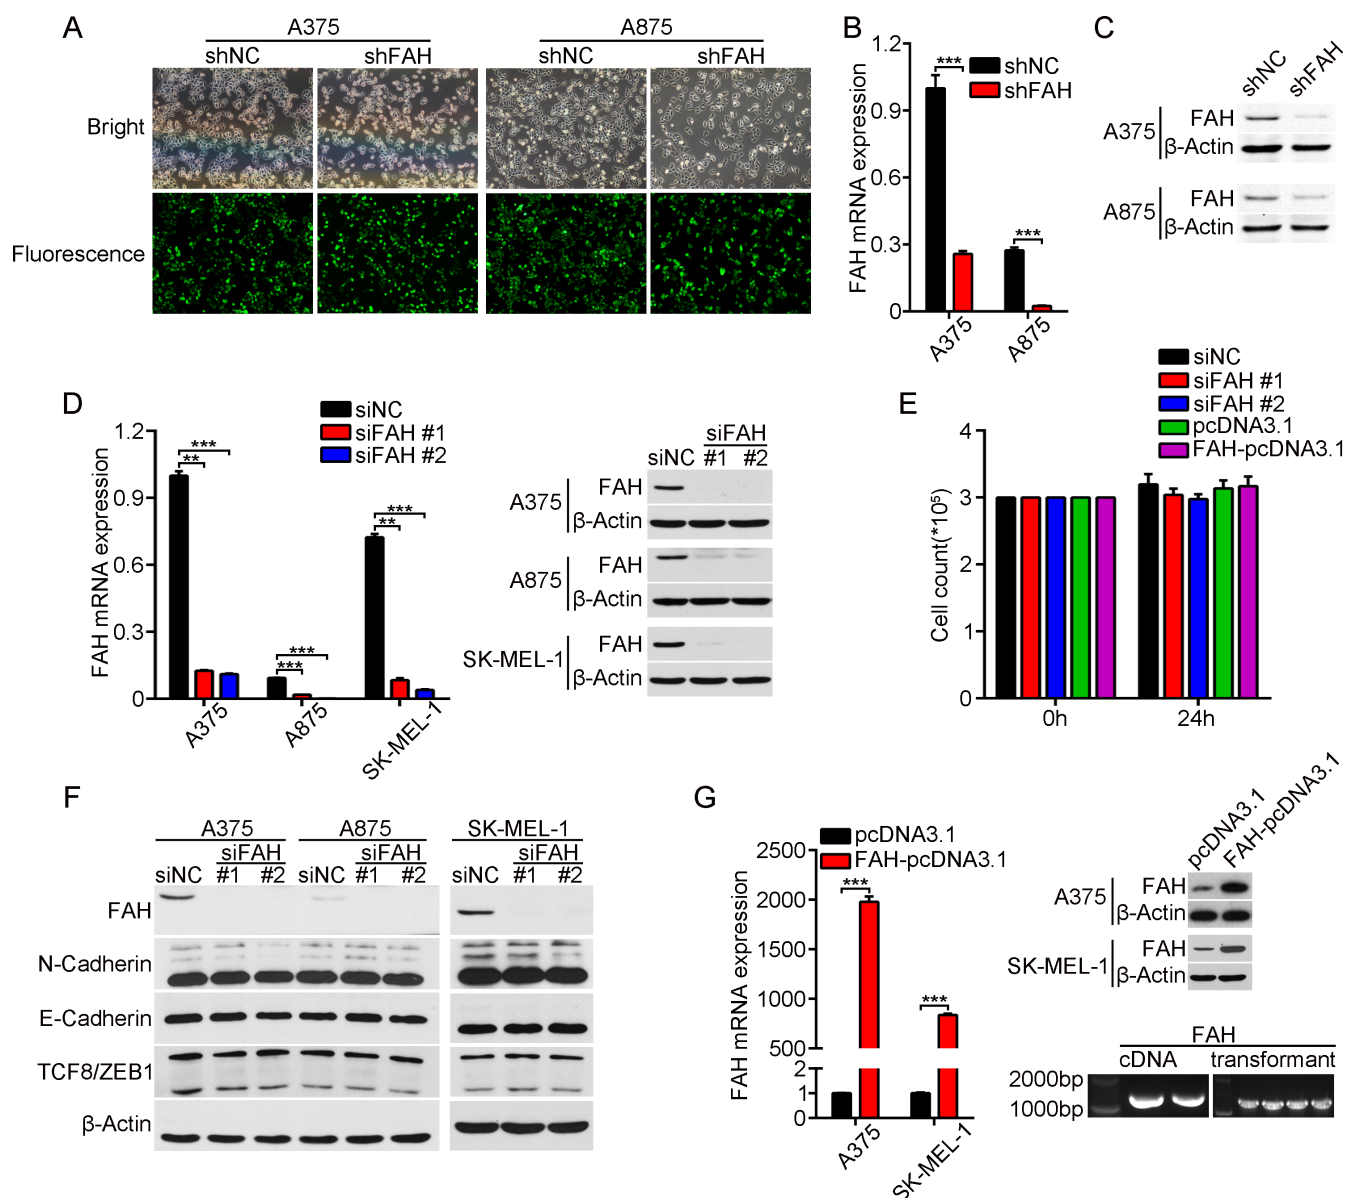

**Supplementary Figure 2: Efficiency of FAH-shRNA lentivirus, FAH-siRNAs, and FAH-overexpression plasmids.**

(A–C) Stable FAH knockdown in A375 and A875 cells was achieved by transduction with shFAH or control lentivirus followed by puromycin selection. Transduction efficiency was verified by GFP detection using fluorescence microscopy (A), real-time RT-PCR (B), and western blot (C). (D) Melanoma cells were alternatively transfected with two FAH siRNAs or a scrambled siRNA control for 72 h and analyzed using real-time RT-PCR or western blot. (E) A375 cells were alternatively transfected with two FAH siRNAs, FAH-overexpression plasmids or control vectors. Then cells ( $3 \times 10^5$ ) were cultured in serum-free DMEM and cell counts registered 24 h later. (F) Melanoma cells were alternatively transfected with two FAH siRNAs or negative control siRNA for 72 h and analyzed for N-cadherin, E-cadherin, and TCF8/ZEB1 using western blot. (G) Melanoma cells were transfected with FAH-overexpression or control plasmids for 72 h. Thereafter, cells were lysed for real-time RT-PCR or western blot. FAH cDNA and transformants with pcDNA3.1 plasmids were assessed by agarose gel electrophoresis. Data are expressed as mean  $\pm$  SEM;  $n = 3$  independent experiments; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  (Student's *t*-test).

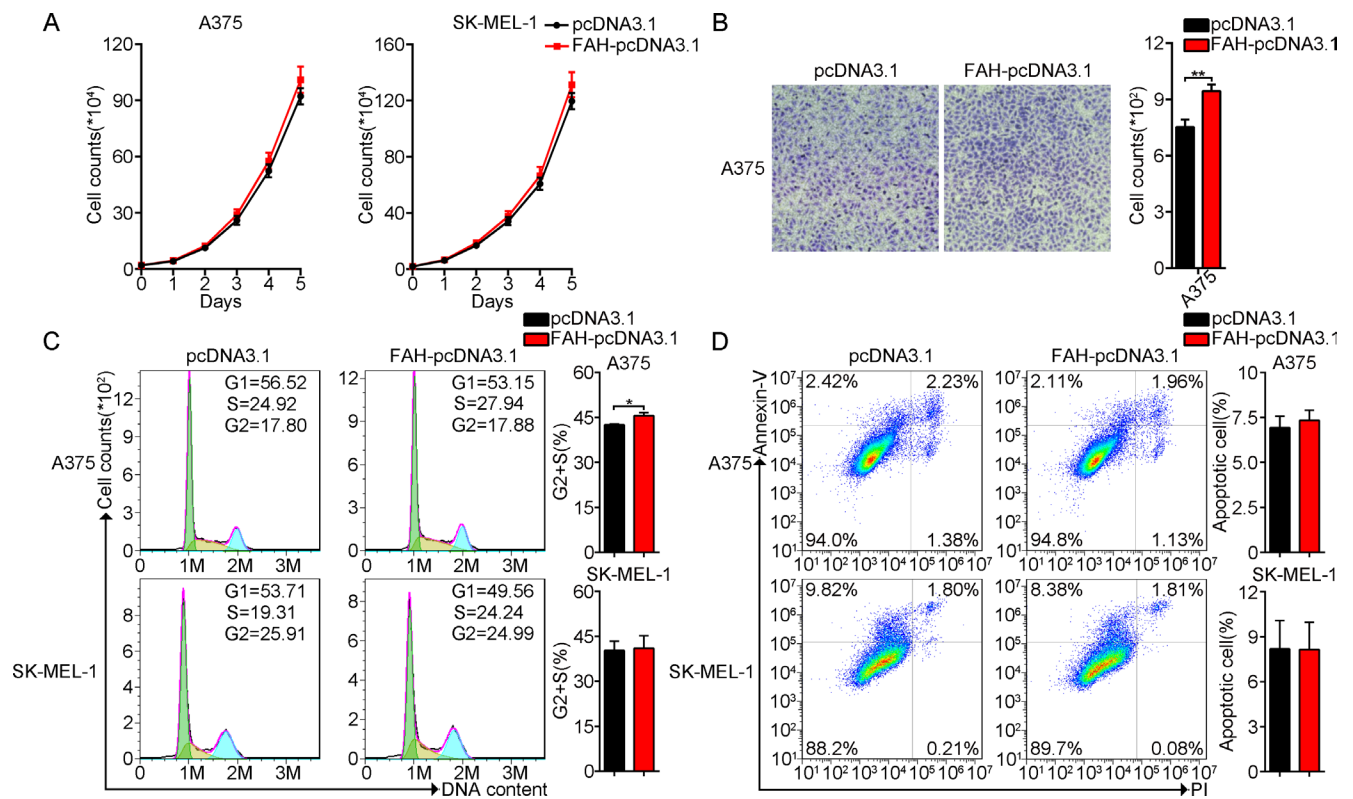

**Supplementary Figure 3: Forced overexpression of FAH promotes migration and cell cycle progression in melanoma cells.** (A) A375 and SK-MEL-1 cells were transfected with FAH-overexpression or control plasmids for 24 h and cultured in 6-well plates ( $2 \times 10^4$  cells/well). Cell numbers were counted at different time points. (B) A375 cells were transfected with FAH-overexpression plasmids or control vectors for 72 h before performing transwell assays ( $5 \times 10^4$  cells/well). (C–D) Melanoma cells were transfected with FAH-overexpression or control plasmids for 60 h and then cell cycle distribution and apoptosis were analyzed using flow cytometry. Data are expressed as mean  $\pm$  SEM;  $n = 3$  independent experiments; \* $p < 0.05$ ; \*\* $p < 0.01$  (Student's  $t$ -test).

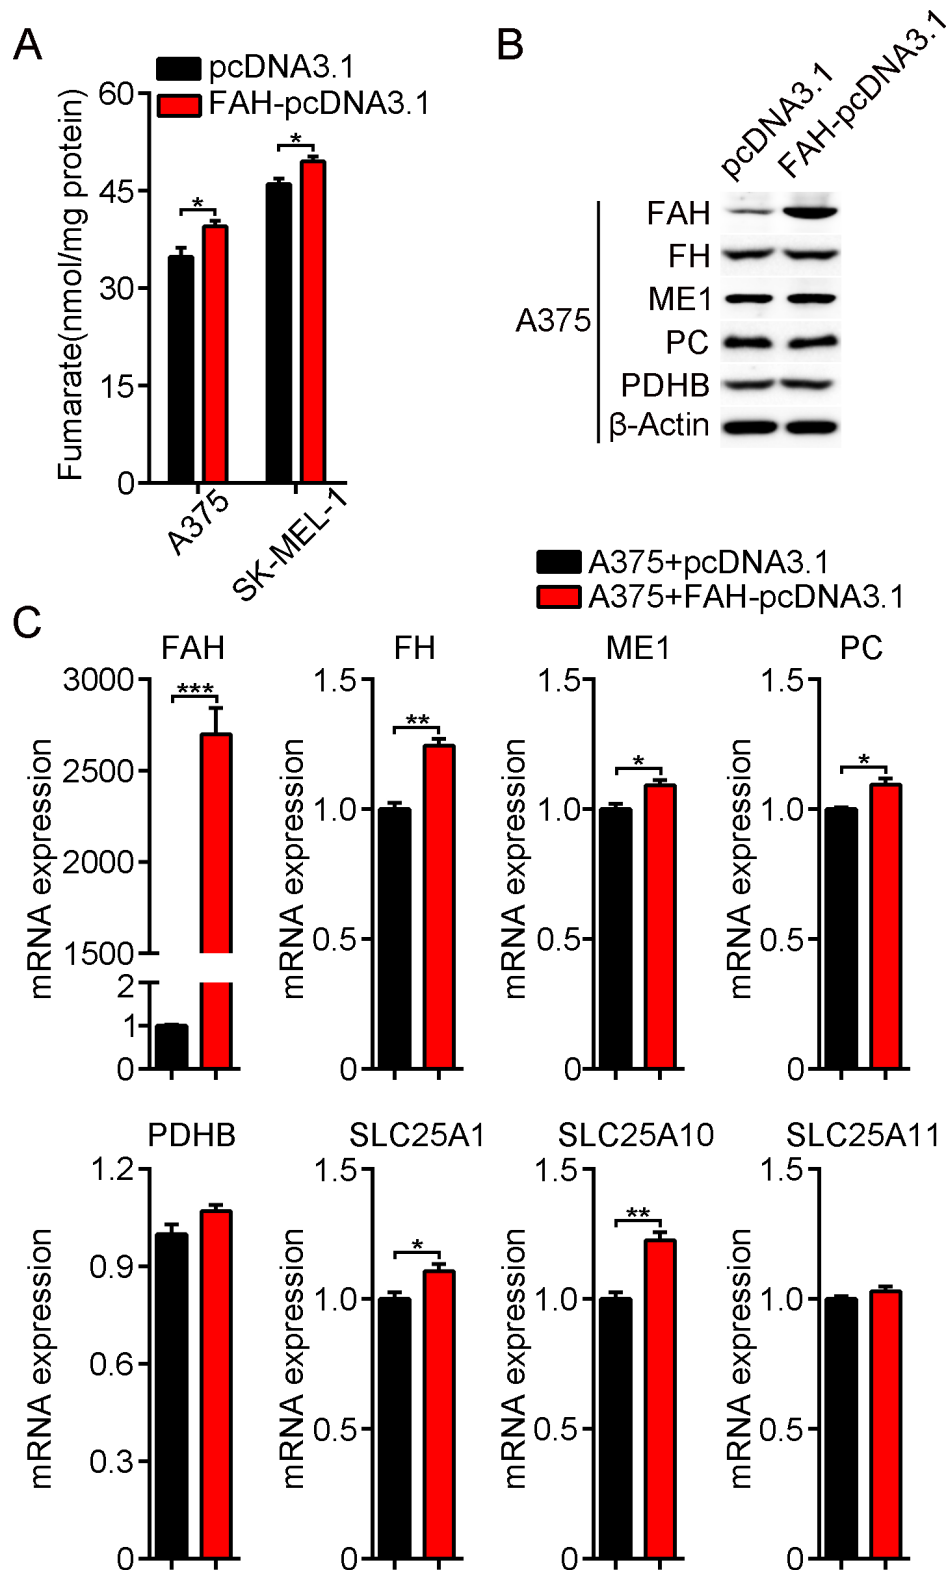

**Supplementary Figure 4: Enhanced FAH expression increases TCA cycle activation.** A. Melanoma cells were transfected with FAH-overexpression or control vectors for 72 h. Then total cellular fumarate levels were determined using the Fumarate Detection Assay Kit. B. A375 cells were transfected with FAH-overexpression or control plasmids for 72 h and then used for detection of FAH, FH, ME1, PC, and PDHB by western blot. C. A375 cells were transfected with FAH-overexpression or control plasmids for 56 h and then FAH, FH, ME1, PC, PDHB, SLC25A1, SLC25A10, and SLC25A11 mRNAs were quantified using real-time RT-PCR. Data are expressed as mean  $\pm$  SEM;  $n = 3$ ; \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  (Student's  $t$ -test).

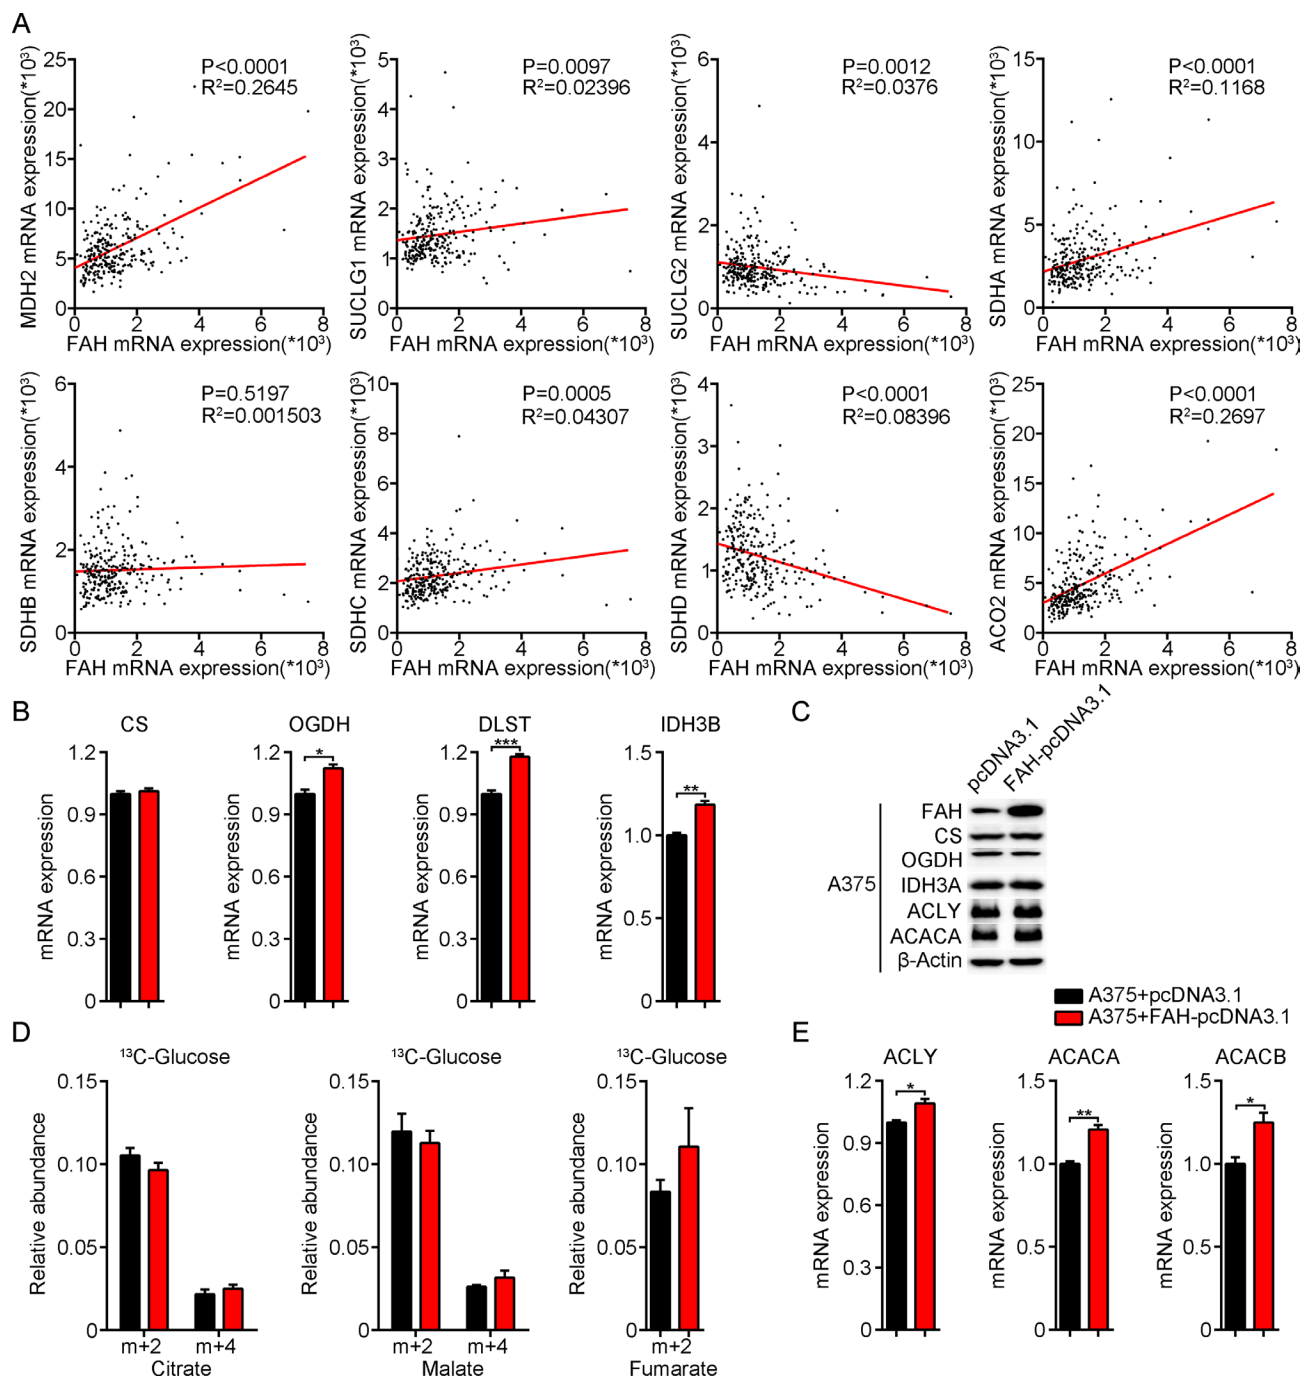

**Supplementary Figure 5: Enhanced FAH expression increases TCA cycle fluxes and fatty acids synthesis.** (A) Quantification of FAH, MDH2, SUCLG1, SUCLG2, SDHA, SDHB, SDHC, SDHD, and ACO2 mRNAs from melanoma clinical specimens (TCGA database). (B) A375 cells were transfected with FAH-overexpression or control plasmids for 56 h and CS, OGDH, DLST, and IDH3B mRNAs were quantified using real-time RT-PCR. (C) A375 cells were transfected with FAH-overexpression or control plasmids for 72 h and FAH, CS, OGDH, IDH3A, ACLY, and ACACA expression was assessed by western blot. (D) Relative abundance of citrate, malate or fumarate containing two (m+2) or four (m+4)  $^{13}\text{C}$  atoms in A375 cells transfected with FAH-overexpression or control plasmids for 48 h. Cells were cultured with  $^{13}\text{C}$ -D-glucose for 24 h and analyzed by LC-MS. (E) A375 cells were transfected with FAH-overexpression or control plasmids for 56 h and ACLY, ACACA, and ACACB mRNAs were quantified using real-time RT-PCR. Results are expressed as mean  $\pm$  SEM;  $n = 3$ . \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  (Student's  $t$ -test).

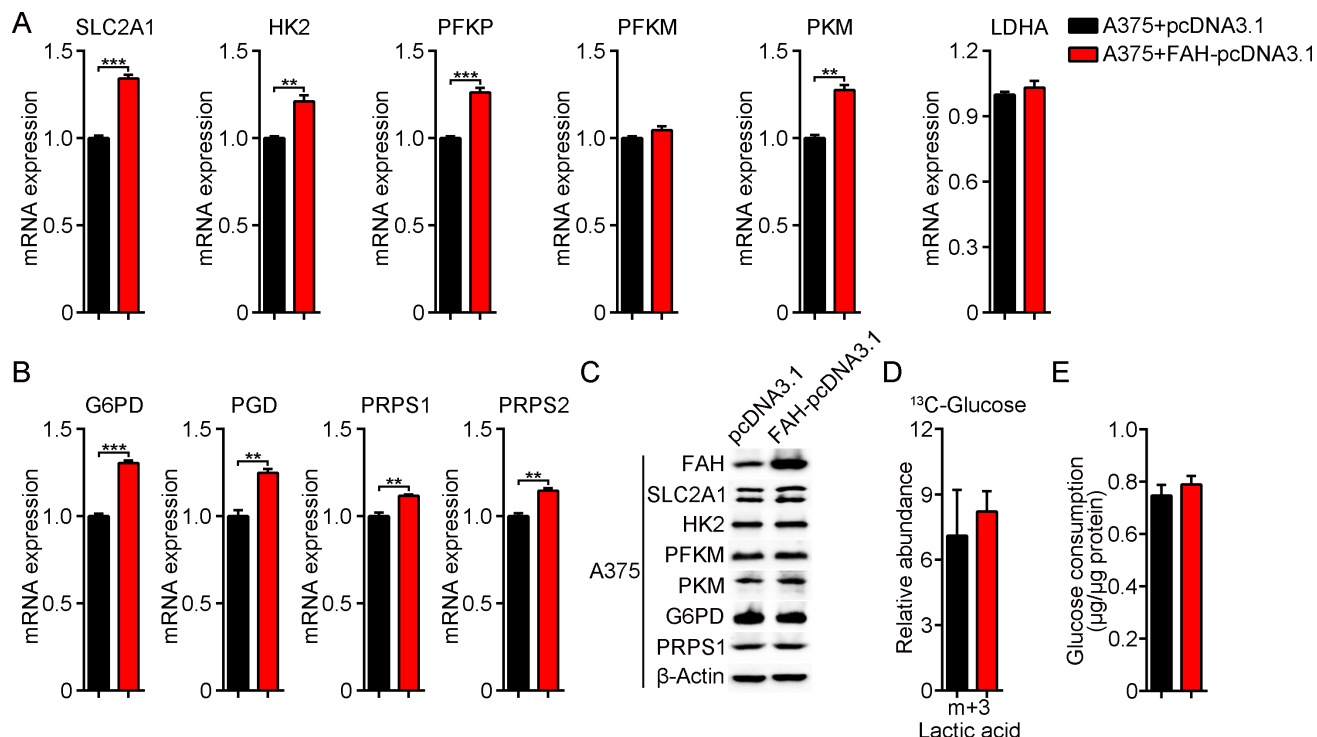

**Supplementary Figure 6: Enhanced FAH expression stimulates glycolysis, the pentose phosphate pathway, and nucleotide synthesis in melanoma cells.** (A–B) A375 cells were transfected with FAH-overexpression or control plasmids for 56 h and SLC2A1, HK2, PFKP, PFKM, PKM, LDHA, G6PD, PGD, PRPS1, and PRPS2 mRNAs were measured using real-time RT-PCR. (C) A375 cells were transfected with FAH-overexpression or control plasmids for 72 h and FAH, SLC2A1, HK2, PFKM, PKM, G6PD, and PRPS1 expression was assessed by western blot. (D) Relative abundance of lactic acid containing three (m+3)  $^{13}\text{C}$  atoms in A375 cells transfected with FAH-overexpression or control plasmids for 48 h. Cells were cultured with  $^{13}\text{C}$ -D-glucose for 24 h and analyzed by LC-MS. (E) Determination of glucose consumption rate in A375 cells. After transfection with FAH-overexpression or control plasmids for 24 h, measurements were made in cells incubated for 24 h in fresh, complete culture medium. Data are expressed as mean  $\pm$  SEM;  $n = 3$  independent experiments; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$  (Student's  $t$ -test).

**Supplementary Table 1: Human melanoma tissue microarray details.** See Supplementary\_Table\_1

**Supplementary Table 2: Differentially expressed genes (DEGs) detected by gene microarrays and bioinformatic analysis in A375 cells.** See Supplementary\_Table\_2

### Supplementary Table 3: Primer sequences for PCR and siRNAs

Primer sequences for semi-quantitative PCR:

| Genes       | Forward primers              | Reverse primers               |
|-------------|------------------------------|-------------------------------|

Primer sequences for real-time PCR:

| Genes       | Forward primers          | Reverse primers        |
|-------------|--------------------------|------------------------|
| β-actin     | CCTCGCCTTTGCCGATCC       | CGCGGCGATATCATCATCC    |
| CDC5L       | CAAGAGGGCTGCAAAGATGG     | CGTAACTCCAAGTGAGCCTGT  |
| ACACA       | TTCACCTCCACCTTGTGAGCGGA  | GTCAGAGAAGCAGCCCATCACT |
| ACACB       | GACGAGCTGATCTCCATCCTCA   | ATGGACTCCACCTGGTTATGCC |
| ACLY        | AGAAACTGTGGGTCTTTACTC    | CAAGATAGTGTCCAATGAACCC |
| SLC25A1     | CTCTGGATGTGATTAAGACCC    | CCCTTGATAGAATGCCTTGAG  |
| SLC25A10    | TCTTCACTCACTTTGTCGCC     | CGAGTCTTCAGCACATCCAG   |
| SLC25A11    | TCTCTGACAACATCTTGTGCC    | CTTCCCATCAATCATCCGCA   |
| ME1         | TCCTCAAGAATGTCTGCCTG     | TGCCGTAGTCCAATGTAGAG   |
| SLC2A1      | TGGCATCAACGCTGTCTTCT     | AGCCAATGGTGGCATAACACA  |
| PC          | GCCATGTCATGGTAAACGGTCC   | GCAGGATGTCTCTGAAACCAGC |
| G6PD        | ACGACGAAGCGCAGACAG       | CCGACTGATGGAAGGCATCG   |
| PGD         | GAGAAATTGAGACGGTGCCGAG   | CACGCTTCTTTGTTCCCTCCT  |
| PRPS1       | GGAGACCTGAGTGACCTCCAT    | CGGTCCACTTCATTGGCCTT   |
| PRPS2       | CAAGGTAGGAGAGAGTCGTGC    | ATCTGAGAAGCATGCAGGTCC  |
| HK2         | CCCTGCCACCAGACTAAACT     | GGATCAGAGCCACAACGTCT   |
| PKM         | AATGCAGTCCTGGATGGAGC     | CAAGTGGTAGATGGCAGCCT   |
| CS          | GCCTGGTATGAGTTGCCCAT     | TGACCCATGGAAACAGGAGC   |
| IDH3B       | CAAGTCTGTCATCGGTCACCT    | GTCTCTTCCCTGGTACACTGC  |
| OGDH        | TACTGTGGCGACACTGAAGG     | TGGGTTATGTTGGTGAGCGG   |
| DLST        | CCAGCAAATGGCGTGATTGA     | ACACTGGAGACCTTGACCAC   |
| PFKP        | CTATGATGGCTTTGACGGCT     | TTGTCCCAAGAATGGAGCCT   |
| PFKM        | GATGAGAAGAAATTTGACGAAGCC | TGCGAACCCTCTTAGATACC   |
| PDHB        | GCCACAGTTTGGAGTAGGAG     | CATAGGGACATCAGCACCAG   |
| LDHA        | CGAAGACAAATTGAAGGGAGAG   | CGTGATAATGACCAGCTTGGA  |

Primer sequences for ChIP-qPCR:

| Genes   | Forward primers       | Reverse primers    |
|---------|-----------------------|--------------------|
| FAH-15K | AGATTATGTTTCATGGGTTTG | AAGGGAGCATTCTGGTTT |

siRNAs:

| siRNAs    | sense                          | antisense                       |
|-----------|--------------------------------|---------------------------------|
| SiFAH-1   | 5' CUACCAUAUGCAAGUCCAA dTdT 3' | 3' dTdT GAUGGUUAUACGUUCAGGUU 5' |
| SiCDC5L-1 | 5' CCAGUACACUUUUGUCUGA dTdT3'  | 5' UCAGACAAAAGUGUACUGG dTdT3'   |
| SiCDC5L-2 | 5' GAACCGCCUUUAAACAGAUU dTdT3' | 5' AAUCUGUUAAGGCGGUUC dTdT3'    |

How the deposited data were processed for this re-analysis (not part of the article)

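The data are the signals of 6 Affymetrix Human Gene 1.0 ST arrays, 1 per sample: A375 cells 72 h after transfection with control siRNA (3 arrays) or siFAH (3 arrays). The authors made the values by RMA with global scaling as the normalization, and the text names no version for it. The log2 values were made by the authors' RMA, as deposited: background correction, normalization between arrays and 1 summary per probe set. The mean signals of both groups equaled those of the part of Supplementary Table 2 read here (1999 probe sets, of which 1617 were tested here) within 0.0005.

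Probe sets with exactly 1 gene symbol were tested, and symbols were matched to current ones by gene ID (19260 of 19291 matched, 0 changed). Where a symbol had several probe sets, the one with the highest mean signal over the 6 arrays was kept. The 18372 genes were compared, siFAH minus control siRNA, with lmFit and eBayes of limma 3.58.1 in R 4.3.3, with 4 residual and 6.52 prior degrees of freedom. P values were two-sided and adjusted by Benjamini and Hochberg over all genes tested. A gene was called higher or lower at an adjusted p under 0.05. The paper's limits, at least 1.2-fold and p under 0.05, were applied to limma's unadjusted p. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, with numpy 2.4.6.

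The 29 gene lists and the rule for naming genes were fixed before the deposited signals were examined. The paper's own figures and its table of DEGs in these samples were open to view at that time. The rule named FAH and CDC5L, every gene of the 6 lists drawn from the paper, the 10 highest and 10 lowest genes that were called and whose arrays did not overlap between groups, and in each other list the 4 members with the largest change. It gave 169 genes, of which 90 were called. Genes named outside that rule are said in the text to have been named after their values were seen. The paper's 6 lists come from its figures of these same samples, so a direction found in them is not independent evidence. The other lists were also written with the table of DEGs open to view, so their tests are not blind to the data. Of 573 list genes, 523 were tested. Each list was compared with all other genes by camera (two-sided, inter-gene correlation preset at 0.01) and adjusted over the lists. The same test with a correlation estimated for each list, and fry, were run as alternatives. Enrichment of genes at the paper's limits was tested with a one-sided Fisher's exact test against all genes tested. The GO and KEGG tables were not used here. Random lists of genes matched on signal level, or on level and gene span, were drawn 10000 times for each list.

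Arrays have no read depth, and the number of arrays limits the precision. The tests were tested on simulated data with changes added to noise like that of these arrays. Limma recovered 10.4% of changes of 0.25, 92.5% of 0.5 and 100% of 1 on the log2 scale, with 5 false calls and 0 calls where no change was added. At an unadjusted p under 0.05 limma recovered 59 of 67 changes of 0.25. Fewer genes were changed in the simulation than were called in the data, so the adjusted shares may not apply to the data. The methods' t-test recovered 0%, 5.97% and 39.4% of the same changes at an adjusted p under 0.05. SAM was run with all 20 arrangements of the labels and a fudge constant of 0.113.

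Alternatives fixed before the data were examined were quantile normalization, centring each array on its median, leaving out dim probe sets, eBayes with trend and robust, array weights, the methods' t-test, SAM, the mean of a gene's probe sets, all probe sets, the replicate number as a block, and leaving out each array in turn. Cyclic loess between arrays and a test of protein-coding genes alone were added after seeing the data. A test for matches to the siRNA seed in 3' UTRs was fixed in advance but not run, since it needs transcript sequences that were not used here. Probe sets with several symbols or none named here were left out of the tests by gene and were tested only in the alternative with all probe sets.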

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

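The tests of signal level, gene span, short RNAs and their host genes, and the adjustment by cyclic loess between arrays, were chosen after these results were seen.

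A signal appeared in genes that the paper does not discuss, in lists written while its table of DEGs was open to view. The ATF4 and amino acid response list had a median log2 fold change of -0.50, and the aminoacyl-tRNA synthetases had -0.38, against -0.045 and -0.10 for random lists of the same signal level. Both lists were lower after each scaling tried, with medians of -0.43 and -0.28 after cyclic loess. Both passed camera (adjusted p = 8.36e-17 and 3.17e-12), but neither passed with an estimated correlation (adjusted p = 0.465 for each). Respiratory complex I had a median of 0.20, with 10 of 34 genes higher, 1 lower and 23 not called (16 higher and 1 lower when adjusted over the list alone, camera adjusted p = 8.49e-07, adjusted p = 0.465 with an estimated correlation). NDUFB4 (0.58, standard error 0.10, adjusted p = 0.00593 from limma) and NDUFA1 (0.57, standard error 0.08, adjusted p = 0.00317) led it. NDUFS8 fell (-0.35, adjusted p = 0.0334), a call lost after cyclic loess, and was named after its value was seen. The higher genes of complex I became 5 without control replicate 2 and 4 without control replicate 3, knockdown replicate 2 or knockdown replicate 3, and NDUFS8 was not called in any of these fits. After quantile normalization 14 were higher, and after cyclic loess 15. The p53 targets had a median of -0.18, with 7 of 23 genes lower, none higher and 16 not called (9 lower when adjusted over the list alone, camera adjusted p = 0.00208, adjusted p = 0.465 with an estimated correlation). EDA2R, a receptor of the TNF family (-0.64, standard error 0.12, adjusted p = 0.0119), TIGAR, which lowers fructose 2,6-bisphosphate (-0.46, standard error 0.07, adjusted p = 0.00544), and MDM2, the ligase that targets p53 (-0.36, standard error 0.07, adjusted p = 0.0115), were among them. The 7 became 4 without control replicate 2, 3 without knockdown replicate 2 and 3 without knockdown replicate 3, and 3 after cyclic loess. Short noncoding RNAs had a median of 0.51, with 126 of 217 higher, 2 lower and 89 not called.

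More genes were lower than higher after FAH silencing. Of the 10 splits of the 6 arrays, only the real 1 called as many genes (1811, highest of the others 0), and 10 splits are too few for a share under 0.05. The control arrays also received siRNA, so an interferon response to transfected RNA in general would cancel and could not be tested. A response stronger with siFAH would raise its target genes, whose median was 0.055 (bootstrap interval -0.018 to 0.086). No such rise was seen. With dim probe sets left out only 10 of the 28 genes remained, which limits what they can show. At signal levels where the median change of all genes lay within 0.03 of 0, 61.6% of called genes were lower (interval 55.6% to 67.4%, 106 higher and 170 lower), so the trend in signal level was not shown to be the whole cause, and it stays open as a partial one, while the even split after cyclic loess (50.5%) decides nothing, since that method centres each level. The seed of the siRNA was not tested. Apart from an interferon response stronger with siFAH, no biological explanation was tested. An effect on other targets stays open with 1 siRNA and 1 cell line.

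The TCA cycle and glycolysis lists had medians below 0 and the complex I list a median above 0, with most members of each not called. After cyclic loess both lower lists still passed camera (higher adjusted p of the pair = 0.0038, medians of -0.14 in each), though the members called fell to 2 and 3, which argues against the level trend as the whole cause. Among random lists matched on level and gene span, their medians lay at or under percentile 0.3 and that of complex I at percentile 100, which argues against gene span as the whole cause. At levels above the median, protein-coding genes spanning at most 2500 bases had a median of 0.095 (bootstrap interval 0.071 to 0.11, 36 higher and 14 lower) and longer ones -0.067 (-0.071 to -0.062, 291 higher and 1004 lower), so a trend with length stays open as a partial cause, transcript length itself was not tested, and with an estimated correlation no list passed (lowest adjusted p = 0.465). A change of metabolic gene expression with FAH loss remains a hypothesis, found and tested on the same arrays.

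Of the short noncoding RNAs, more were higher than lower in the siFAH arrays. Higher transcription of the genes whose introns hold snoRNAs is argued against by the median of 60 host genes, -0.095 (bootstrap interval -0.14 to -0.035), which covers 80 of 175 snoRNAs. MicroRNA genes had a median of 0.097 (bootstrap interval -0.032 to 0.14) over the 14 with a level above the median and 0.057 over 173. Since few of them had such a level, they cannot decide whether short RNA of every kind gained. Kinds other than snoRNAs and microRNAs had 0.55 (0.51 to 0.68). Better recovery or labeling of short RNAs, or of short transcripts more widely given the trend in protein-coding genes above, may have occurred. It would be confounded with the groups (the sources differ on the kits used), so it cannot be told apart from a change in the cells. Median signals were 6.22, 6.07 and 6.10 in the control arrays and 6.42, 6.90 and 6.78 in the siFAH arrays, and the median change was 0.57 after cyclic loess, 0.45 with arrays centred and 0.50 after quantile normalization (camera p = 2.8e-41, p = 0.055 with an estimated correlation, fry p = 0.0085). Apart from transcription of the host genes, no biological explanation was tested for it, and an effect of FAH loss on these RNAs stays open.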

How the results depend on the processing

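Cyclic loess between arrays and the test of protein-coding genes alone were chosen after the results were seen. The seed-match alternative was not run. SAM has no adjusted calls, as its pooled p gave no adjusted p under 0.1.

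FAH was lower under each setting run, and was called under each but the methods' t-test and SAM, which gives no adjusted calls, with an adjusted p from 0.000439 with array weights to 0.0131 without control replicate 3. With the methods' t-test its log2 fold change was -0.769 with an adjusted p of 0.118, 6 genes were higher and 8 lower, and 0 of the 90 named genes were called. In simulated data this t-test recovered 0%, 5.97% and 39.4% of changes of 0.25, 0.5 and 1, against 10.4%, 92.5% and 100% for limma. The smaller counts thus go with its lower sensitivity. Centring each array on its median gave 416 higher genes and array weights gave 1170, and the cause was not tested. Leaving out 1 array gave 267 to 653 higher genes, 390 to 1192 lower genes and 58 to 89 named genes called, with fewer arrays in each fit. Same-number arrays did not resemble each other after group means were removed (correlations of -0.16, -0.089 and -0.27), so the numbers do not pair the samples, and a replicate block gave 299 higher and 462 lower genes. All probe sets gave 4015 at the paper's limits, since more probe sets were counted than genes.

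With an estimated correlation in camera the list shifts fell from 11 to 0. TCA cycle enzymes (-0.222, adjusted p = 0.489), glycolysis (-0.228, adjusted p = 0.489), PRPP and purine synthesis (-0.201, adjusted p = 0.489), HIF-1 targets (-0.222, adjusted p = 0.489), DNA replication (-0.268, adjusted p = 0.465) and mitosis (-0.25, adjusted p = 0.465) no longer passed. The main test also allows for correlated genes, with a preset of 0.01. The estimate rests on 4 residual degrees of freedom. Even the ATF4 list, with 27 of 29 genes negative, had an unadjusted p of 0.0398 by it, the lowest of all lists. Failing this test therefore does not show that a list was not shifted. With fry 7 lists passed, and TCA cycle enzymes (-0.222, adjusted p = 0.0764), glycolysis (-0.228, adjusted p = 0.0808), HIF-1 targets (-0.222, adjusted p = 0.0808) and fatty acid synthesis and desaturation (-0.189, adjusted p = 0.0808) did not. Under the other settings 11 to 13 lists were shifted. The anaplerosis list passed with all probe sets (-0.104, adjusted p = 0.0267), and without control replicate 1 (adjusted p = 0.0435, against up to 0.931 under the other settings), while its median ran from -0.121 to -0.0533 as each array was left out. The cause was not tested.

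Some values near 0 changed sign, and the cause was not tested. Quantile normalization gave PDHB 0.0481, PDPR 0.0252, PFKL 0.00282, PGLS 0.0284, SLC25A1 0.0695 and TKT 0.0182, and list medians of 0.0182 for the PPP, 0.00136 for pro-apoptotic genes, -0.0247 for anti-apoptotic genes, 0.0169 for immediate-early and MAPK output genes, -0.0457 for keratinocyte markers and -0.00965 for fibroblast markers. Centring on the median gave SDHC -0.0101, and medians of -0.0527 for anti-apoptotic genes, -0.0291 for keratinocyte markers and -0.00308 for fibroblast markers. With dim probe sets left out, anti-apoptotic genes had -0.0539 and the extracellular matrix list -0.0277, over fewer genes. Array weights gave PDPR 0.0139, SLC25A1 0.0253 and anti-apoptotic genes -0.0371.

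Cyclic loess gave ACACA 0.0164, IDH2 0.00138, IDH3G 0.0827, PDHA1 0.00911, PDHB 0.0806, PDPR 0.0712, PFKL 0.0285, PGLS 0.0508, PPAT 0.0233, SLC25A1 0.100 and TKT 0.0801, and medians of 0.0508 for the PPP, 0.0183 for pro-apoptotic genes, -0.00285 for anti-apoptotic genes, 0.00939 for the migration list, 0.0737 for immediate-early and MAPK output genes and -0.0247 for keratinocyte markers. PRPP and purine synthesis no longer passed (-0.0977, adjusted p = 0.0603). The cause was not tested beyond the level trend that this method removes.

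Leaving out 1 array at a time moved ACACB from -0.0825 to 0.0143, IDH3G from -0.0768 to 0.00976, PDHB from -0.0571 to 0.0392, PDPR from -0.0783 to 0.0420, PFKL from -0.0988 to 0.0488 and SLC25A1 from -0.0489 to 0.0866. Medians ran from -0.0447 to 0.00948 for pro-apoptotic genes, -0.0561 to 0.0179 for anti-apoptotic genes, -0.0700 to 0.0271 for tyrosine and phenylalanine catabolism and -0.00159 to 0.0640 for keratinocyte markers, with fewer arrays in each fit.

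Of the single named genes, 168 kept direction and side of the threshold with the mean of a gene's probe sets, 158 with trend and robust (10 passed newly), 150 after quantile normalization (10 lost the call) and 144 after cyclic loess (13 lost the call). With the replicate number as a block 142 did so (26 lost the call). Leaving out 1 array kept from 132 without knockdown replicate 3 (32 lost the call) to 161 without control replicate 1 (4 lost the call). The low signal of dim probe sets limits what they can show. Without them 774 genes were higher and 1704 lower, over fewer genes, and the cause of the larger counts was not tested.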

Differences from the paper's values

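The enrichment among protein-coding genes alone was tested after the results were seen. With the authors' values, every array and 1 probe set per gene, no value of the paper that was also computed here differed by the 1.5-fold limit: at the paper's limits, of at least 1.2-fold and p under 0.05, DEGs after FAH silencing numbered 2310 (the paper's 2535), and 2284 with SAM. The counts are not of like units: those here are genes with 1 symbol, while the paper's table lists probe sets, and of the part of it read here 1617 were tested by gene and the others were not. With all probe sets there were 4015, which does differ. The 61 fold changes printed in Figures 4F, 5B and 6A match those computed here.

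The paper states that anaplerosis enzymes and carriers were downregulated. Here 10 of 10 measured were negative and none was called by limma under any setting run (at an unadjusted p under 0.05, 2 by limma, 2 by SAM and 1 by the methods' t-test). As a list they did not pass camera in the main fit (adjusted p = 0.0997) or with an estimated correlation (adjusted p = 0.645). They passed with all probe sets (adjusted p = 0.0267) and without control replicate 1 (adjusted p = 0.0435). Under the other settings they did not pass camera (adjusted p up to 0.931, after cyclic loess).

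The paper states that the TCA cycle enzymes were downregulated. Here 16 of 18 measured were negative and 6 were called, and SDHC (0.04) and MDH2 (0.07) were positive, SDHC turning to -0.01 with each array centred on its median. IDH3B, SUCLG2 and SDHA were called as well with arrays centred (adjusted p = 0.0417, 0.0425 and 0.0453), with dim probe sets left out, with trend and robust, and with array weights.

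The paper states that ACLY, ACACA and ACACB were decreased. Here all of them were negative (-0.21, -0.08 and -0.03), and none was called by limma under any setting run, with ACLY alone at an unadjusted p under 0.05 by limma and none by SAM or the methods' t-test.

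The paper states that the glucose transporters and the enzymes of glycolysis, the PPP and nucleotide synthesis were mostly decreased. Over these lists, 30 of 31 measured genes were negative and 6 were called. Other members were called under some settings: ENO1 and PGK1 with arrays centred, dim probe sets left out, trend and robust, or array weights, GPI with the last 3 of these, ENO1, GPI and ENO3 without knockdown replicate 1, HK1, PRPS2 and ADSL with dim probe sets left out, PRPS2 with trend and robust, and LDHB after quantile normalization.

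The paper finds the TCA cycle, tyrosine metabolism and apoptosis among the pathways enriched in its DEGs, with its own pathway method and gene sets. With the lists used here and Fisher's exact test, the TCA cycle enzymes had an adjusted p of 0.0613. They passed with each array centred on its median (adjusted p = 4.12e-05), without control replicate 1 (0.00523), control replicate 2 (0.0324), knockdown replicate 1 (0.0105), knockdown replicate 2 (0.00621) or knockdown replicate 3 (0.0414), with genes called at an adjusted p and no fold limit (0.0216), and among protein-coding genes alone (0.0474, chosen after seeing the values). They did not pass under the other settings, among them leaving out dim probe sets (0.159), the methods' t-test (0.0914) and all probe sets (0.0974), with 0.275 without control replicate 3, 0.280 after quantile normalization and 0.668 after cyclic loess. Tyrosine and phenylalanine catabolism (0.348), pro-apoptotic genes (0.920) and anti-apoptotic genes (1.00) did not pass under any setting run. DNA replication and mitosis passed under every setting run (highest adjusted p of DNA replication 0.0132, after cyclic loess). HIF-1 targets passed (0.00443) except with quantile normalization (0.0949), array weights (0.233), the methods' t-test (0.0535), cyclic loess (0.218), genes called at an adjusted p with no fold limit (0.117) or without control replicate 3 (0.285).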

Other observations

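CDC5L, a splicing factor and the proposed regulator of FAH, had a log2 fold change of -0.20 (standard error 0.08, adjusted p = 0.131 from limma) after FAH silencing.

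Some genes of fatty acid synthesis and desaturation fell: ELOVL6, an elongase (log2 fold change -0.47, standard error 0.13, adjusted p = 0.0436), the desaturase FADS1 (-0.43, standard error 0.09, adjusted p = 0.0176), ACSL1 (-0.36) and ACSS2 (-0.29). These were the 4 lower of 16, with 12 not called (7 lower when adjusted over the list alone). The list's median was -0.19, against -0.057 for random lists of the same level (camera adjusted p = 0.00129, adjusted p = 0.489 with an estimated correlation and 0.0808 by fry). After quantile normalization or cyclic loess 2 were lower. No gene was called by limma without control replicate 2 or control replicate 3, and 1 was without knockdown replicate 2 or knockdown replicate 3 (at an unadjusted p under 0.05 with every array, 8 by limma, 8 by SAM and 6 by the methods' t-test). Of 19 genes of cholesterol synthesis, MSMO1 (-0.58), ACAT2 (-0.43) and STARD4 (-0.30) were lower and 16 were not called (4 lower when adjusted over the list alone, 1 without knockdown replicate 3), with a median of -0.10 (camera adjusted p = 0.0516, and adjusted p = 0.645 with an estimated correlation). That list passed without control replicate 1 (adjusted p = 0.0258) or control replicate 2 (0.0387), with arrays centred (0.0479), the methods' t-test (0.0386), SAM (0.0441), the mean of a gene's probe sets (0.0488) and all probe sets (0.00867). It did not pass under the other settings (with the preset correlation, up to 0.356 with dim probe sets left out). As each array was left out, its median ran from -0.14 without control replicate 2 to -0.030 without control replicate 3. After cyclic loess its median was -0.024.

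Among 6 inhibitors of cyclin-dependent kinases, CDKN1B was higher (0.26, adjusted p = 0.0304), CDKN1A was lower (-0.33, adjusted p = 0.0237) and 4 were not called (1 and 1 when adjusted over the list alone, camera adjusted p = 0.455, and adjusted p = 0.645 with an estimated correlation). The call of CDKN1B was lost without each array in turn, and that of CDKN1A without control replicate 2 or 3 or knockdown replicate 2 or 3.

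Of 19 genes of melanocyte differentiation and pigmentation, TFAP2A, a transcription factor, was higher (0.43, standard error 0.08, adjusted p = 0.0109), CDK2 was lower and 17 were not called (1 and 1 when adjusted over the list alone). The list was not shifted (camera adjusted p = 0.775, and adjusted p = 0.772 with an estimated correlation).

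Of 27 genes of the extracellular matrix, 7 were lower, among them TNC, THBS1 (-0.65, standard error 0.08, adjusted p = 0.00193) and LAMB1 (-0.33), and 20 were not called (8 lower and 2 higher when adjusted over the list alone). Their mean was -0.038 and their median 0.071 (camera adjusted p = 0.775, and adjusted p = 0.883 with an estimated correlation). The 7 became 2 without control replicate 2, control replicate 3, knockdown replicate 2 or knockdown replicate 3, 3 without knockdown replicate 1, 4 after quantile normalization and 3 after cyclic loess.

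Of 28 interferon-stimulated genes, HERC5 (-0.51), IFI35 (-0.43) and IFI6 (-0.37) were lower and 25 were not called (3 lower when adjusted over the list alone, camera adjusted p = 0.706, and adjusted p = 0.746 with an estimated correlation). The 3 became 1 without control replicate 2, control replicate 3, knockdown replicate 2 or knockdown replicate 3.

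Of 22 immediate-early and MAPK output genes, MYC (0.39, standard error 0.06, adjusted p = 0.00597) and JUNB (0.25, adjusted p = 0.0473) were higher, and the phosphatase DUSP6 (-0.45, standard error 0.08, adjusted p = 0.00666), CCND1 and CXCL8 (-0.37) were lower, with 17 not called (3 higher and 4 lower when adjusted over the list alone, camera adjusted p = 0.455, and adjusted p = 0.645 with an estimated correlation). JUNB was not called in any fit that left out an array other than control replicate 1. Of 29 cytosolic ribosomal proteins, RPL22 (0.46), RPL27 (0.30) and RPS13 (0.23) were higher, RPS9 (-0.38), RPS7 (-0.29), RPL18 (-0.28) and RPL3 (-0.24) were lower and 22 were not called (7 higher and 5 lower when adjusted over the list alone, camera adjusted p = 0.164, and adjusted p = 0.645 with an estimated correlation). After cyclic loess 6 were higher and 1 was lower (camera adjusted p = 0.00106), and the list also passed with dim probe sets left out (0.0266) and the methods' t-test (0.0386). The list did not pass under the other settings (with the preset correlation, up to 0.613 after quantile normalization). After quantile normalization or with arrays centred, 1 was higher and 5 were lower. The higher ones became 1 without control replicate 2 or 3 or knockdown replicate 1, 2 or 3, and 2 without control replicate 1. The lower ones became 1 without control replicate 1, 2 or 3 or knockdown replicate 2, and 0 by limma without knockdown replicate 3 (at an unadjusted p under 0.05 with every array, 5 lower and 10 higher by limma, 5 and 9 by SAM and 6 and 11 by the methods' t-test). JUNB, RPS13, RPS7, RPL18 and RPL3 were named after their values were seen.

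Markers of other cell types were tested as lists. Of 10 keratinocyte markers, KRT10 was higher (0.45, adjusted p = 0.0213, lost without control replicate 2 or 3 or knockdown replicate 2 or 3) and 9 were not called. Of 11 immune cell markers, CD68 was higher (0.49, adjusted p = 0.00263), LYZ was lower (-0.51, adjusted p = 0.0147, lost without control replicate 2 or 3) and 9 were not called. When adjusted over the list alone, the same number of genes was called in each of these lists. None of 11 fibroblast and 9 endothelial markers was called by limma, and at an unadjusted p under 0.05 there were 0 by limma, 0 by SAM and 0 by the methods' t-test. No list of these was shifted (camera adjusted p = 0.370 for keratinocyte, 0.455 for fibroblast, 0.260 for immune cell and 0.455 for endothelial markers, and adjusted p = 0.645, 0.645, 0.489 and 0.645 with an estimated correlation).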
